# PGC-1α Determines Light Damage Susceptibility of the Murine Retina

**DOI:** 10.1371/journal.pone.0031272

**Published:** 2012-02-13

**Authors:** Anna Egger, Marijana Samardzija, Vithiyanjali Sothilingam, Naoyuki Tanimoto, Christina Lange, Silvia Salatino, Lei Fang, Marina Garcia-Garrido, Susanne Beck, Michal J. Okoniewski, Albert Neutzner, Mathias W. Seeliger, Christian Grimm, Christoph Handschin

## Abstract

The peroxisome proliferator-activated receptor γ coactivator 1 (PGC-1) proteins are key regulators of cellular bioenergetics and are accordingly expressed in tissues with a high energetic demand. For example, PGC-1α and PGC-1β control organ function of brown adipose tissue, heart, brain, liver and skeletal muscle. Surprisingly, despite their prominent role in the control of mitochondrial biogenesis and oxidative metabolism, expression and function of the PGC-1 coactivators in the retina, an organ with one of the highest energy demands per tissue weight, are completely unknown. Moreover, the molecular mechanisms that coordinate energy production with repair processes in the damaged retina remain enigmatic. In the present study, we thus investigated the expression and function of the PGC-1 coactivators in the healthy and the damaged retina. We show that PGC-1α and PGC-1β are found at high levels in different structures of the mouse retina, most prominently in the photoreceptors. Furthermore, PGC-1α knockout mice suffer from a striking deterioration in retinal morphology and function upon detrimental light exposure. Gene expression studies revealed dysregulation of all major pathways involved in retinal damage and apoptosis, repair and renewal in the PGC-1α knockouts. The light-induced increase in apoptosis *in vivo* in the absence of PGC-1α was substantiated *in vitro,* where overexpression of PGC-1α evoked strong anti-apoptotic effects. Finally, we found that retinal levels of PGC-1 expression are reduced in different mouse models for *retinitis pigmentosa.* We demonstrate that PGC-1α is a central coordinator of energy production and, importantly, all of the major processes involved in retinal damage and subsequent repair. Together with the observed dysregulation of PGC-1α and PGC-1β in *retinitis pigmentosa* mouse models, these findings thus imply that PGC-1α might be an attractive target for therapeutic approaches aimed at retinal degeneration diseases.

## Introduction

The vertebrate retina translates information of a photon of light into an electrical signal. It is a complex, 7-layered compartment at the innermost part of the eye and is made up of 8 distinct cell types, five of which are neuronal cells. Photons hit photosensitive cells (photoreceptors), which enable phototransduction by conformational change of the photopigment rhodopsin. Distinct photoreceptors allow for vision in light (cone cells) and dark (rod cells) conditions. Subsequent photopigment recovery occurs in the adjacent retinal pigment epithelium (RPE) [1]. The light information is transmitted from the photoreceptors via interneurons (amacrine cells, horizontal cells, bipolar cells) to ganglion cells, which then relay an electric action potential to the optical nerve and ultimately the visual cortex in the brain.

PGC-1 (peroxisome proliferator-activated receptor γ coactivator-1) designates a family of coactivators that comprises PGC-1α, PGC-1β and PGC-1-related coactivator (PRC). These coactivators dock to specific nuclear receptors and other transcription factors, thereby promoting the transcription of target genes, for example those implicated in mitochondrial biogenesis and oxidative phosphorylation (OXPHOS) [2]–[5]. PGC-1α and PGC-1β are mainly expressed in tissues with a high energetic demand, such as skeletal muscle, liver, pancreas, heart, kidney, brain and brown adipose tissue (BAT) [2]–[5]. The expression of PGC-1α and PGC-1β is further regulated in these organs by developmental stimuli and physiological stressors like cold, fasting and exercise. PGC-1α and PGC-1β accordingly regulate tissue-specific functions such as adaptive thermogenesis in brown adipose tissue, gluconeogenesis in the liver or endurance exercise adaptation in skeletal muscle [2]–[5].

Interestingly, despite the well-established link between PGC-1 expression and cellular energetics, the expression and function of the PGC-1 coactivators in the retina, one of the most energy demanding vertebrate organs [6], has not been studied so far, even though a number of cues warrant the analysis of this coactivator family in this organ. The high demand on ATP for physiological retinal function is assured by both glycolysis and oxidative phosphorylation: Neurotransmission relies on glycolysis, sodium transport employs glycolysis and oxidative phosphorylation, whereas phototransduction is mainly fuelled by oxidative phosphorylation to meet energetic demands [7]. In phototransduction, rods and cones are comparable in their energy expenditure in dark conditions, while cones have greater energy demands in the light [8]. Thus, most of the metabolic processes that are important for retinal function are most probably strongly regulated by the PGC-1 coactivators in analogy to other tissues, in particular substrate uptake, fatty acid oxidation and oxidative phosphorylation.

Inversely, pathological conditions of the retina such as age-related macular degeneration and diabetic retinopathy are associated with excess generation of reactive oxygen species (ROS), inflammation and endoplasmic reticulum stress, which result in apoptosis and tissue degeneration [9], [10]. PGC-1α affects these processes by promoting ROS detoxification [11], ameliorating endoplasmic reticulum stress [12] and modulating tissue as well as systemic inflammation [13], [14]. Finally, photoreceptor outer segment renewal involves activation of PPARγ [15], a functional interaction partner of the PGC-1 coactivators in various tissues [16].

Thus, to investigate the potential role of PGC-1α in the retina, we assessed the expression patterns of PGC-1α and PGC-1β in retinal development, adult retina and mouse models for degenerative retinal diseases. Furthermore, we investigated the consequences of genetic ablation of PGC-1α in the retina in terms of changes in gene expression, morphology and function in the basal, dark condition and upon light-induced retinal stress and damage. Finally, we validated some of our findings in retinal cells *ex vivo* with acutely altered levels of PGC-1α. Our findings indicate a crucial role for PGC-1α in tissue protection, in part by inhibition of apoptosis.

## Results

### PGC-1α and PGC-1β are highly expressed in murine retina

Real-time qPCR-based expression analysis revealed highest PGC-1α and PGC-1β levels in tissues with a great energetic demand. Accordingly, PGC-1α and PGC-1β were found at elevated levels in skeletal and cardiac muscle, brain and kidney. Both coactivators were more moderately expressed in liver and lung. Strikingly, the highest expression levels of all tissues studied were observed in the retina for PGC-1α and PGC-1β (Fig. 1A).

**Figure 1:**
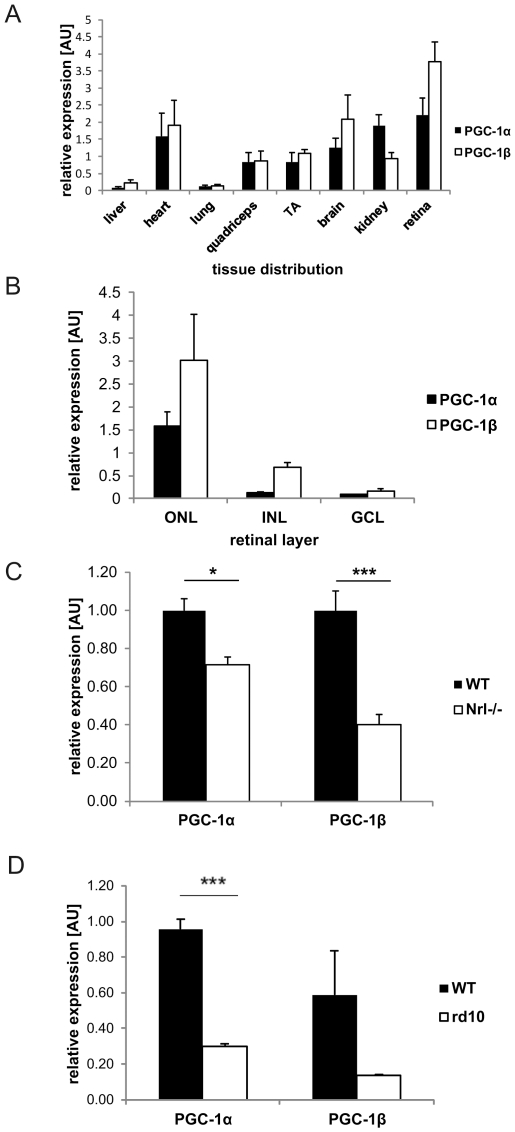
PGC-1α and PGC-1β are strongly expressed in photoreceptors in the retinal outer nuclear layer. Relative mRNA expression levels of PGC-1α and PGC-1β in different mouse tissues evaluated by semi- quantitative real time PCR. β- actin was used as housekeeping gene (HKG). P value was calculated using two tailed Student's T test: * = p<0.05; *** = p<0.001. +SEM **A.** Relative mRNA expression in different tissues from 3 month old wild type male C57BL/6j mice (TA = tibialis anterior). n = 4 **B.** Relative mRNA expression levels of PGC-1α and PGC-1β in different retinal layers from 3 month old wild type male C57BL/6 mice: ONL = outer nuclear layer, INL = inner nuclear layer, GCL = ganglion cell layer. n = 4 **C.** +**D.** Relative mRNA expression levels of PGC-1α and PGC-1β in two retinal disease models: Retina was isolated from *Nrl−*/−, rd10 and age matched control C57BL/6j WT mice. n = 3. **C.** Expression of PGC-1α and PGC-1β in *Nrl−/−* mice at 2 months of age. Data were normalized against C57BL/6j WT mice. **D.** Expression in rd10 mice at 5–6 months of age.

To assess the differential expression pattern of PGC-1α and PGC-1β in distinct retinal compartments, we used laser capture microdissection to separate the different retinal cell layers and subsequently quantified expression via qPCR. PGC-1α and PGC-1β showed their highest expression in the outer nuclear layer (ONL) that harbors rod and cone photoreceptors (Fig. 1B). Although markedly lower compared to ONL, expression of both coactivators was also found in the inner nuclear layer (INL), which contains bipolar, horizontal, amacrine and Müller glia cells, and the ganglion cell layer (GCL), where ganglion and amacrine cells are located (Fig. 1B).

To distinguish between rod and cone-specific expression of the PGC-1 coactivators within the ONL, we determined PGC-1α and PGC-1β levels in neural retinal leucine zipper (*Nrl*) knockout animals, which lack rod photoreceptors but retain cone morphology and function [17] and the rd10 mouse model where rod degeneration is followed by cone degeneration until all photoreceptors are lost by day 60 [18]. The significant reduction of PGC-1α and PGC-1β transcript levels in *Nrl* knockout mice (Fig. 1C) and the rd10 animal model (Fig. 1D) implies that both coactivators are expressed in rods and cones.

### Genetic ablation of Pgc-1α does not compromise morphology and function in the dark adapted, unstressed mouse retina

PGC-1α global knockout animals [19] were used to study the function of PGC-1α in the retina. First, we analyzed basal morphology of 13 week- old PGC-1α knockout (KO) and C57 BL/6 WT control mice. Both KO and WT animals revealed an intact, regularly shaped retinal structure (Fig. 2A). To assess basal retinal function, the mice were kept in the dark and then subjected to an electroretinogram (ERG), which tracks the electrical responses of retinal cells to a light stimulus. The resulting a and b and waves reflect the function of the outer and inner layer, respectively. ERG responses were recorded in scotopic (darkness) and photopic (illuminated) conditions to analyze rod and cone function, respectively. In all of these experimental contexts, the PGC-1α KO mice showed regular a and b waves undistinguishable from the WT control animals (Fig. 2B). Finally, in addition to the morphological and functional studies, we investigated whether genetic ablation of the PGC-1α gene in the retina affects global gene expression patterns with gene expression microarrays. 

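PGC-1α, encoded by Ppargc1a, is a coactivator through which transcription factors raise the genes of mitochondria and oxidative metabolism. Photoreceptors spend much of their energy in darkness, when the current through their cation channels flows, so the dark-adapted retina draws heavily on these genes. RNA of the whole retina comes above all from rods, with smaller parts from cones, bipolar, amacrine, horizontal and ganglion cells, Müller glia and microglia. Both retinae of a mouse were pooled, and their RNA was hybridized to an Affymetrix Mouse Gene 1.0 ST array, 1 array per mouse. PGC-1α KO mice (KO dark) and WT mice (WT dark) kept in the dark were compared, with 3 arrays each. By the labels these mice were female, whereas the methods of the paper name male mice. One more array, labelled WT dark replicate 4 and male, goes beyond the 3 arrays per group that the paper describes, and the paper does not say which arrays it used. The paper reports n = 3, and the Y-linked genes of its Table S1A, with like ratios of light to dark in KO and WT mice, leave no male in its WT dark group. The median intensity was 144 to 145 in WT dark, on a linear scale and as normalized between arrays by the authors, and the other dark arrays lay close to it. Values were taken to log2, and the probe sets that carry 1 gene symbol were averaged per gene, which gave 19937 genes. limma fitted 1 model to the 12 arrays of the 4 groups of the study, dark and light, so that every comparison used the same estimate of spread, with 8 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a ratio of at least 1.2 or at most 0.87, the thresholds in the legend of Fig. 4. The number of arrays limits the precision, and an exact test of 3 against 3 arrays cannot give a p under 0.1. Ppargc1a, the target of the knockout, had log2 intensities of 10.40, 10.19 and 10.26 in the KO dark arrays, 10.03, 10.01 and 10.02 in the WT dark arrays and 9.96 in WT dark replicate 4. The difference between the groups was 0.26 (SE 0.08, adjusted p = 0.298, 0.154 to 0.76 over all alternatives). Where its probe set lies relative to the deletion is not given in the sources used here, so this value checks neither the deletion nor the labels.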

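Dopamine, made by a small population of amacrine cells, is the signal by which the retina adapts to light, and polyamines and asparagine are made by enzymes that respond to nutrient stress. Of the 19937 genes, 15 were called between KO dark and WT dark, 6 higher and 9 lower in KO dark. Asns encodes the enzyme that makes asparagine and is a target of the amino acid response. Its log2 difference was -0.66 (SE 0.06, adjusted p = 0.00148), and it was called on leaving out each dark array in turn. Odc1, the first enzyme of polyamine synthesis, fell with a difference of -0.77 (SE 0.08, adjusted p = 0.00573, up to 0.0552 without WT dark replicate 1). Pvalb, a calcium buffer of inner retinal neurons and of muscle, had -0.61 (SE 0.07, adjusted p = 0.00615, up to 0.0623 without KO dark replicate 1 and WT dark replicate 1 in turn), and Synm, an intermediate filament protein, had -0.56 (SE 0.07, adjusted p = 0.00573, up to 0.0605 without KO dark replicate 1 and WT dark replicate 1 in turn). Dtd2 (-0.67), which clears mischarged tRNA, Pts (-0.61), which makes the cofactor of tyrosine hydroxylase, Piwil2 (-0.60), a binder of small RNAs, and Thyn1 (-0.48), a nuclear protein, were the other genes lower in KO dark besides Idh3a of the citrate cycle. Th itself, the tyrosine hydroxylase of dopaminergic amacrine cells, rose by a log2 difference of 0.48 (SE 0.06, adjusted p = 0.00893, up to 0.0655 without KO dark replicates 1 and 3 and WT dark replicates 1 and 2 in turn). Uaca, a regulator of apoptosome formation, rose with 0.82 (SE 0.09, adjusted p = 0.00573, up to 0.0552 without WT dark replicate 1), and Sowahb, a protein of ankyrin repeats, with 0.48 (SE 0.06, adjusted p = 0.00573, up to 0.0599 without KO dark replicate 1 and WT dark replicate 1 in turn). The neuronal adhesion protein Igsf9 (0.72), the acid-sensing channel Asic3 (0.36) and the sodium channel subunit Scn3b (0.33) completed the rises. The calls of Dtd2, Pts, Piwil2, Thyn1, Igsf9, Asic3 and Scn3b were each lost without at least 5 of the 6 dark arrays in turn, with adjusted p values of up to 0.227. Leaving out KO dark replicates 1, 2 and 3 gave 4, 10 and 9 called genes, and leaving out WT dark replicates 1, 2 and 3 gave 1, 7 and 8. The light arrays set the spread as well: 170 genes were called without KO light replicate 3, an alternative chosen after the data were seen, and 144 with the 6 dark arrays fitted alone. With WT dark replicate 4 added to WT dark, so that all 13 arrays were fitted, 9 genes were called. Idh3a, Pts, Scn3b, Thyn1 and Uaca lie on chromosome 9 of GRCm38.p6, which held 36 of the 144 genes called with the dark arrays alone, against 8.45 expected from its share of the genes.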

Gene ontological analysis revealed primarily a reduction in metabolic pathways in the KO animals, foremost oxidative phosphorylation and citrate cycle (Fig. 2C), similar to results in loss-of-function experiments with PGC-1α in other tissues. 

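Oxidative phosphorylation couples the transfer of electrons through complexes I to IV of the mitochondrial inner membrane to ATP synthesis by complex V. The citrate cycle supplies the electrons by oxidizing acetyl groups in the matrix. In rods both processes are concentrated in the inner segment, next to the ion pumps that restore the dark current. The genes of both were listed before the data were examined. Among genes of oxidative phosphorylation 62 of 74 had a lower mean in KO dark than in WT dark, with a median log2 difference of -0.09. The oxidative phosphorylation list had adjusted p = 2.1e-15 from camera and adjusted p = 0.256 with an estimated correlation (1.18e-18 to 0.256 over all alternatives). Of the oxidative phosphorylation genes none passed limma's test singly (7 lower adjusted over the list alone, 9 lower at an unadjusted p under 0.05, none without moderated variances). Of the citrate cycle genes, 19 of 19 had a lower mean, with a median log2 difference of -0.11. The citrate cycle list had adjusted p = 5.14e-14 from camera and adjusted p = 0.115 with an estimated correlation (3.71e-17 to 0.115 over all alternatives). Of the citrate cycle genes 1 fell and 18 did not pass limma's test (3 lower adjusted over the list alone). The light arrays set the spread of this fit too: 5 oxidative phosphorylation and 2 citrate cycle genes fell with the exchanged arrays, in which the array labelled WT dark replicate 4 stands in place of the array labelled KO light replicate 3. The numbers were 4 and 2 without the array labelled KO light replicate 3, and both alternatives were chosen after the data were seen. Idh3a, the gene that fell as labelled, encodes the catalytic subunit of the NAD-dependent isocitrate dehydrogenase that sets the pace of the cycle. Its log2 intensity was 9.49 ± 0.02 (SD, n = 3) in KO dark and 9.90 ± 0.04 (SD, n = 3) in WT dark, and 9.85 in WT dark replicate 4. The log2 difference of Idh3a was -0.41 (SE 0.05, adjusted p = 0.00573, up to 0.0552 without WT dark replicate 1). Cox5b, a subunit of cytochrome c oxidase and a target of PGC-1α in the paper, stood at 10.99 ± 0.04 (SD, n = 3) in KO dark and 11.23 ± 0.02 (SD, n = 3) in WT dark (log2 difference -0.24, adjusted p = 0.119), and had -0.24 with the exchanged arrays (adjusted p = 0.016, 0.016 to 0.4 over all alternatives). Cycs, the cytochrome c that carries electrons from complex III to complex IV, differed by -0.19 (SE 0.07, adjusted p = 0.544). Sdhd, an anchor of complex II in the membrane and like Idh3a on chromosome 9, had a log2 difference of -0.46 (adjusted p = 0.051), and adjusted p = 0.00411 with the exchanged arrays and 0.0186 with the 6 dark arrays alone. Of the cytoplasmic aminoacyl-tRNA synthetases, which charge tRNA for protein synthesis, 14 of 17 had a lower mean, with a median log2 difference of -0.10. The synthetase list had adjusted p = 4.02e-05 from camera and adjusted p = 0.564 with an estimated correlation (1.6e-09 to 0.564 over all alternatives). Of the synthetase genes none passed limma's test singly (3 lower adjusted over the list alone, 3 lower at an unadjusted p under 0.05, none without moderated variances). WT dark replicate 4 had a mean log2 intensity of 9.64 over oxidative phosphorylation and 9.58 over the citrate cycle. The group means were 9.60 and 9.54 in WT dark and 9.50 and 9.40 in KO dark. KO light replicates 1 and 2 had 9.61 and 9.66 over oxidative phosphorylation and 9.53 and 9.58 over the citrate cycle. The array labelled WT dark replicate 4 had a higher mean correlation with those 2 arrays (0.997) than with WT dark (0.989). Its values are therefore no separate evidence for the level of WT dark. From its ontology analysis of the arrays the paper states that metabolic pathways, with these 2 in the lead, are reduced in the KO retina, as in other tissues without PGC-1α.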

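Wnt ligands set cell fate and polarity through the receptors of the Frizzled family and β-catenin, and TGF-β restrains inflammation and shapes the extracellular matrix through Smad proteins. In the adult retina both act on Müller glia, blood vessels and the contacts between neurons, and the actin cytoskeleton carries out the changes of shape. In the dark-adapted retina, of the genes of the Wnt pathway, 24 of 37 had a higher mean in KO dark, with a median log2 difference of 0.03. The Wnt list had adjusted p = 0.0664 from camera and adjusted p = 0.564 with an estimated correlation (0.0339 to 0.564 over all alternatives). Of the Wnt genes none passed limma's test singly (1 higher adjusted over the list alone, 1 higher at an unadjusted p under 0.05, none without moderated variances). Fzd3, a Frizzled receptor and the 1 Wnt gene that passed within its list, had a difference of 0.57 (SE 0.13, adjusted p = 0.16). It was called with the exchanged arrays (SE 0.07, adjusted p = 0.00123), which were chosen after the data were seen. The Wnt list then had adjusted p = 0.0445 with 1 gene called, and without the array labelled KO light replicate 3 adjusted p = 0.0458 with 1 called. With an estimated correlation these values of camera were 0.56 and 0.506. Of the genes of TGF-β signaling, which include the ligands, the receptors and the Smads, 16 of 25 had a higher mean, with a median log2 difference of 0.02. The TGF-β list had adjusted p = 0.213 from camera and adjusted p = 0.564 with an estimated correlation (0.138 to 0.883 over all alternatives). Of the TGF-β genes none passed limma's test singly (none adjusted over the list alone, 1 lower at an unadjusted p under 0.05, none without moderated variances). Among genes of actin remodeling, such as those of the Arp complex, 22 of 33 had a higher mean, with a median log2 difference of 0.03. The actin list had adjusted p = 0.29 from camera and adjusted p = 0.878 with an estimated correlation (0.164 to 0.878 over all alternatives). Of the actin genes none passed limma's test singly (none adjusted over the list alone, none at an unadjusted p under 0.05, none without moderated variances). The extracellular matrix holds the vessels and the inner limiting membrane, and of its genes 18 of 26 had a higher mean, with a median log2 difference of 0.06. The matrix list had adjusted p = 0.0441 from camera and adjusted p = 0.564 with an estimated correlation (0.0288 to 0.717 over all alternatives). The matrix list was not called without KO dark replicates 2 and 3 and WT dark replicates 1 and 3 in turn (adjusted p up to 0.233). Of the matrix genes none passed limma's test singly (none adjusted over the list alone, none at an unadjusted p under 0.05, none without moderated variances). With WT dark replicate 4 among the WT dark arrays the adjusted p was 0.717 for the matrix, 0.41 for Wnt, 0.883 for TGF-β and 0.717 for actin, whose direction was then downward.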

Inversely, cytoskeleton remodeling, transforming growth factor beta (*Tgfβ*) and *Wnt* signaling were the most prominent pathways expressed at a higher level in KO compared to WT mice (Fig. 2C).

**Figure 2:**
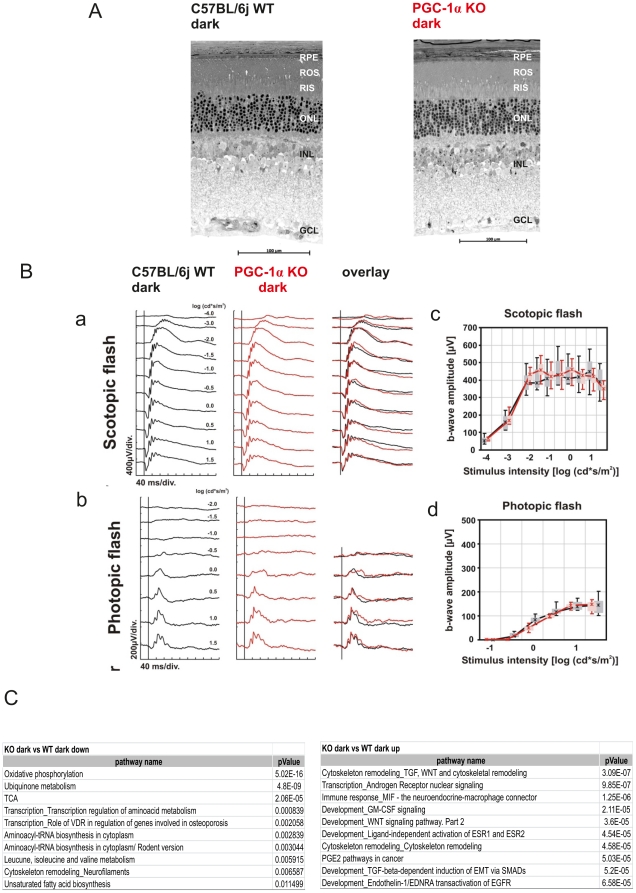
Regular morphology and function in PGC-1α KO mouse retina. Dark adapted, 13 week old PGC-1α KO and C57BL/6j WT were subjected to morphological analysis and electroretinogram (ERG). **A.** Representative retinal morphologic sections from the lower central retina of 13 week old PGC-1α KO and C57BL/6j WT mice: RPE = retinal pigment epithelium, ROS = rod outer segments, RIS = rod inner segments, ONL = outer nuclear layer, INL = inner nuclear layer, GCL = ganglion cell layer. **B.** [**A**] Scotopic (dark-adapted) and [**B**] photopic (light-adapted) single-flash ERGs with increasing light intensities recorded from PGC-1α KO and C57BL/6j WT control mice. The vertical line crossing each trace shows the time point of the light flash. +SEM of n = 4. [**C**] Scotopic and [**D**] photopic b-wave amplitudes from PGC-1α KO and C57BL/6 control mice as a function of the logarithm of the flash intensity. Boxes indicate the 25% and 75% quartile range, whiskers indicate the 5% and 95% quantiles. **C.** Microarray analysis of PGC-1α KO and C57BL/6j WT control mice. Shown are the top 10 pathways up-/downregulated in their mRNA expression of PGC-1α KO and C57BL/6j WT mice, dark exposed. n = 3; * = p<0.05; ** = p<0.01; *** = p<0.001. Statistical significance was calculated using ANOVA test, Benjamin Hochberg corrected. Thresholds for changes in gene expression set at 1.2 (20% above control) or 0.80 (20% below control).

### Absence of PGC-1α increases light-damage susceptibility

While in most organs, the effects of genetic ablation on morphology and function are relatively mild, stress conditions like exercise, cold or fasting greatly exacerbate the phenotype of PGC-1α knockout mouse models [13], [19]. Thus, triggered by our observation of a small effect of PGC-1α knockout on retinal morphology and function in the dark, we sought to study the repercussions of PGC-1α ablation after employing a physiological, retina-specific stressor. For this purpose, PGC-1α KO and WT control mice were exposed to 15.000 lux of white light for 2 hrs, which corresponds to direct sun light exposure. After a 24 hrs recovery period, morphologies of PGC-1α deficient and WT control retinae were analyzed. In stark contrast to the dark-adapted mice (Fig. 2), PGC-1α KO and WT control mice responded markedly differently to a strong light insult. First, most of the rod inner (RIS) and outer (ROS) segments were completely destroyed and most nuclei were pyknotic in the ONL of PGC-1α KO mice (Fig. 3A). Thus, most photoreceptors have lost their light absorption (ROS) and energy-production (RIS) sites. In contrast, the corresponding regions in WT exhibited only occasional pyknotic nuclei (Fig. 3A) and only one out of six wild type animals showed measurable retinal damage, which, however, was still less intense than in PGC-1α KOs (data not shown). In either of the genotypes, the INL and GCL layers were unharmed consistent with previous data showing that light damage causes selective death of photoreceptor cells [20] (Fig. 3A).

**Figure 3:**
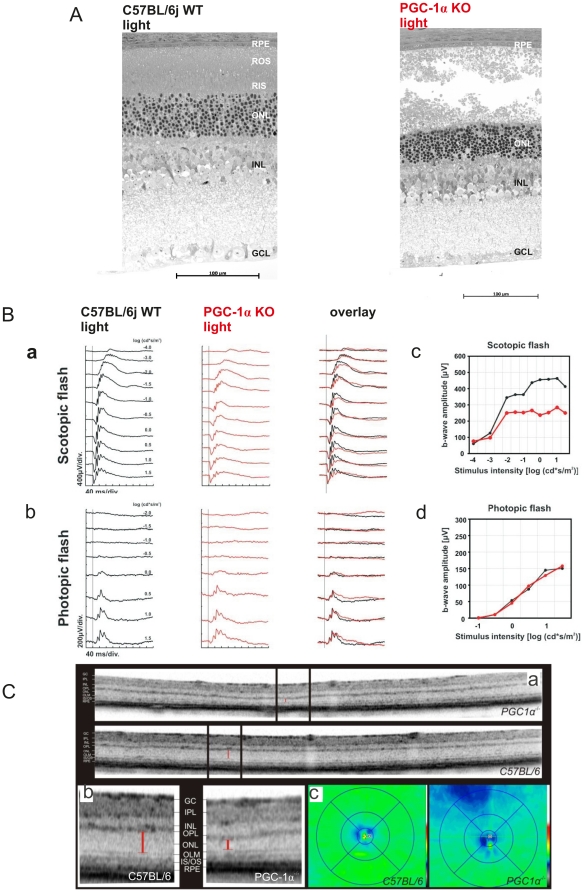
Aberrant morphology and compromised function of PGC-1α KO mouse retina under light stress conditions. PGC-1α *KO* and C57BL/6j WT, aged 13 weeks, were exposed to 15.000 lux of white light for 2 hours and after 24 hours and 10 days of recovery subjected to morphological and functional analysis, respectively. **A.** Representative retinal morphologic sections from the lower central retina of PGC-1α KO and C57BL/6j WT mice. **B.** [**A**] Scotopic (dark-adapted) and [**B**] photopic (light-adapted) single-flash ERGs with increasing light intensities recorded from PGC-1α KO and C57BL/6j WT control mice. The vertical line crossing each trace shows the time point of the light flash. [**C**] Scotopic and [**D**] photopic b-wave amplitudes from PGC-1α KO and C57BL/6 control mice as a function of the logarithm of the flash intensity. (**c**) Optical coherence tomography (SD-OCT): [**A**] comparison of two representative OCT horizontal slices of PGC-1α KO and C57BL/6j WT control mice. [**B**] Magnification of these SD-OCT horizontal slices: left side: C57BL/6, right side: PGC-1α KO; GC = ganglion cell layer, IPL = inner plexiform layer, INL = inner nuclear layer, OPL = outer plexiform layer, ONL = outer nuclear layer, OLM = outer limiting membrane, IS/OS = inner segment/outer segment, RPE = retinal pigment epithelium [**C**] Topography of retinal thickness of C57BL/6 (side) and PGC-1α KO (right) mice calculated from 61 equidistant SD-OCT slices (green = dense; blue = less dense).

Given the nature and extent of retinal degeneration observed in the KO animals, it seemed highly likely that these morphological changes would translate into loss of retinal function. Light- exposed PGC-1α KO mice displayed a blunted scotopic ERG compared to the WT mice with a significant reduction in b wave amplitude 10 days post insult (Fig. 3B). This timeframe was chosen as retina clears injured photoreceptors and returns back to a basal state within 10 days [21]. The photopic response in KO animals remained similar to WT mice, which is consistent with the notion that cones remain unharmed in an acute light- damage paradigm, at least at early timepoints after light damage [22].

Subsequent to the ERG analysis, animals were subjected to spectral domain optical coherence tomography (SD-OCT), which allow for highly sensitive cross sectional analysis of retinal layers, respectively, and thus reveal retinal detachment as well as delicate structural impairments. Cross sectional retinal analysis showed that the KO mice that had a reduced scotopic ERG response also displayed a thinning of the ONL compared to WT controls. (Fig. 3C- abc). This thinning was also observed in the morphological analysis in Fig. 3A. Interestingly however, the morphology indicates an altered arrangement of the nuclei in the ONL to underlie the thinning. Thus, since the total number of nuclei in KO and WT animals is indistinguishable, an increase in relative density is found in the thinner ONL of KO mice (KO: 43 nuclei/mm^2^, WT: 31 nuclei/mm^2^).

### Light-exposed PGC-1α KO animals exhibit reduced expression of phototransduction genes, increased expression of apoptotic and inflammatory markers

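Strong light overloads phototransduction in rods, and the overload injures the cells that carry it. Müller glia answer such an injury by raising filament proteins, acute-phase proteins and cytokine receptors, and microglia and the complement system are drawn in. WT mice (WT light) and PGC-1α KO mice (KO light) were exposed to strong white light for 2 h, and RNA of their retinae was hybridized like that of the dark-adapted mice, with 3 arrays per group. By the labels the light-exposed mice were male and the dark-adapted mice female, so a comparison of light with dark also compares male with female mice. Xist, expressed from the inactive X chromosome, fell by a log2 difference of -6.82 in KO and -6.95 in WT mice, and Uty of the Y chromosome rose by 5.02 and 5.16. The median intensity was 142 to 145 in KO light and 142 to 143 in WT light. Ppargc1a had log2 intensities of 10.02, 10.25 and 9.96 in the arrays labelled KO light and 9.96, 9.85 and 9.99 in WT light, a difference of 0.14 (SE 0.08, adjusted p = 0.468, 0.169 to 0.784 over all alternatives). One light array stood apart from its group. Over the genes, which are not independent replicates, the array labelled KO light replicate 3 had a mean correlation of 0.997 with WT dark and 0.992 with KO light replicates 1 and 2. The array labelled WT dark replicate 4 had 0.989 with WT dark and 0.997 with KO light replicates 1 and 2. For the 59 ratios of Table S1A that could be matched, the ratio of group means lay within 1.2-fold of the paper's value for 24 with the arrays as labelled. It did so for 50 with the array labelled WT dark replicate 4 in place of the array labelled KO light replicate 3 (the exchanged arrays), and for 45 without the latter. The exchanged arrays were chosen after the data were seen, and the paper's RT-qPCR (Fig. 4C), which gives directions between groups, does not settle which array belongs to which mouse. Many lists and genes of KO light are therefore given with the exchanged arrays beside the labels as deposited, and the others with the labels as deposited alone.

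**Figure D1:**
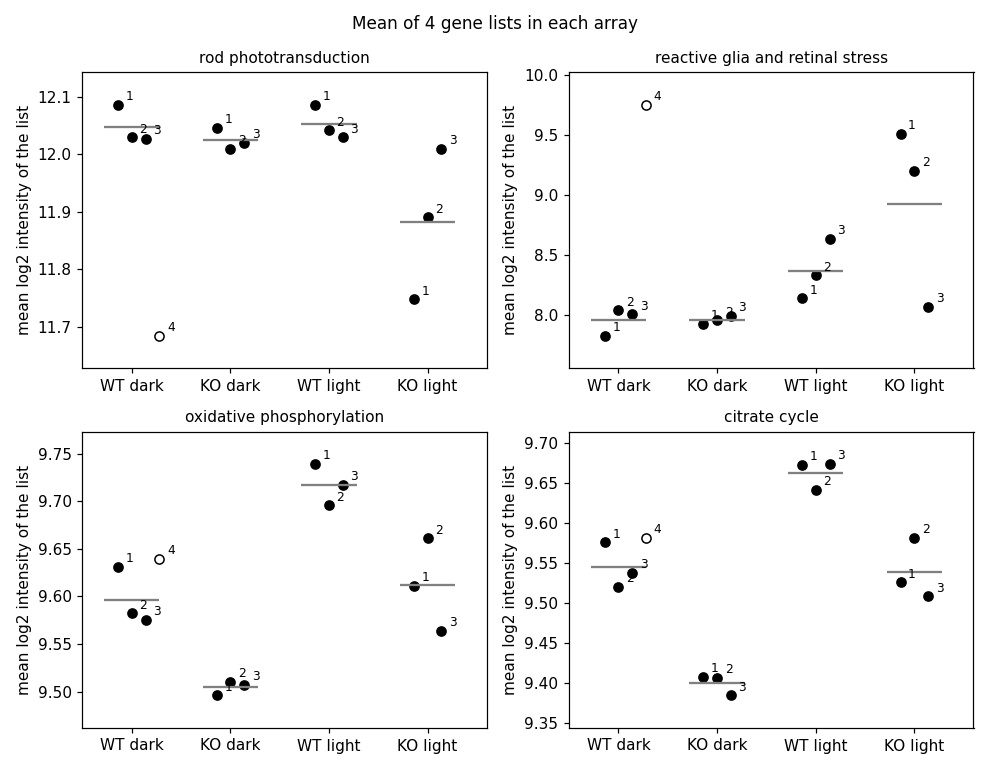
Mean log2 intensity (vertical axis) of the genes of 4 lists in each array, by group (horizontal axis), with the arrays numbered by replicate. Filled points are the 12 arrays compared as labelled, the open point is WT dark replicate 4 and grey lines are the means of the 3 arrays of a group. Over the reactive glia and retinal stress genes the arrays labelled KO light range from 8.06 to 9.51, and over the rod genes from 11.75 to 12.01.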

To elucidate the deficits in gene expression in the light-stressed PGC-1α KO animals, we compared gene expression microarrays of WT and KO mice in the control, dark-adapted state and after light exposure, respectively. 

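By the labels the dark-adapted mice were female and the light-exposed mice male. A gene called between light and dark can thus follow either or both. A call in WT mice can also follow WT dark arrays that stood apart from the dark KO mice as well, as at 14 autosomal genes. Of these, Abhd14b had a mean log2 intensity of 8.39 in WT dark, 10.01 in KO dark and 10.09 in WT light. Krt18 had 9.08, 9.90 and 9.98, and Uggt2 had 8.92, 8.09 and 8.11. In KO mice 20 genes were called between KO light and KO dark, 13 higher and 7 lower in light. The balance turned with the setting: quantile normalization gave 22 higher and 23 lower, median centring 16 and 27, and leaving out KO light replicate 2 7 and 10. In WT mice 86 were called between WT light and WT dark, 34 higher and 52 lower. Htr3a, an ion channel opened by serotonin, rose in KO light by a log2 difference of 0.93 (SE 0.12, adjusted p = 0.0165). Pcolce, an enhancer of procollagen processing, rose by 0.82, the arginine transporter Slc7a3 by 0.55, Asns, which makes asparagine, by 0.42 and Idh3a of the citrate cycle by 0.34. The membrane-binding annexin Anxa3 (0.46), the filament protein Synm (0.45) and the ribosome factors Rbfa (0.41) and Rbis (0.33) rose as well. The adhesion protein Igsf9 (-0.64), the acid-sensing channel Asic3 (-0.33), the signaling inhibitor Spry3 (-0.33) and the X-linked histone demethylases Kdm6a (-0.63) and Kdm5c (-0.37) fell. Htr3a, Rbfa and Idh3a lost their calls without KO dark replicates 1, 2 and 3 and KO light replicate 2 in turn (adjusted p up to 0.119). Pcolce and Kdm6a lost their calls without KO dark replicates 1, 2 and 3 in turn (adjusted p up to 0.112). Slc7a3, Asic3 and Spry3 lost their calls without KO dark replicates 1, 2 and 3 and KO light replicates 1 and 2 in turn (adjusted p up to 0.117). Asns, Anxa3, Synm, Igsf9 and Kdm5c lost their calls without KO dark replicates 1, 2 and 3 and KO light replicate 1 in turn (adjusted p up to 0.115). Rbis lost its call without KO dark replicates 2 and 3 and KO light replicates 1 and 2 in turn (adjusted p up to 0.112). With the exchanged arrays the differences were 1.19 for Htr3a, 1.03 for Pcolce, 0.64 for Slc7a3, 0.51 for Asns, 0.34 for Idh3a and -0.32 for Asic3. In WT light Cdkal1, a tRNA-modifying enzyme, had the smallest adjusted p of the genes outside the sex chromosomes and fell with -0.75 (SE 0.05, adjusted p = 1.9e-05), a call kept on leaving out each array of these groups in turn. Abhd14b, a hydrolase, rose by 1.70, the fibronectin-type protein Fndc1 by 1.13, the membrane protein Cmtm5 by 0.99 and the keratin Krt18 by 0.90. The spliceosome protein Snrpe (0.76), the apoptosome regulator Uaca (0.76), the glucokinase inhibitor Gckr (0.59), the NF-κB adaptor Lurap1l (0.56), the monooxygenase Cyp2d40 (0.53) and the ribosome factor Rrs1 (0.52) rose too. Bmp4, a growth factor of the TGF-β family, fell with -0.72, the matrix proteins Vcan and Mfap4 with -0.70 and -0.72, and the prostaglandin synthase Ptgds with -0.68. The glutathione transferase Gstm6 (-0.69), the glycoprotein folding sensor Uggt2 (-0.81) and the zinc finger genes Zfp874b (-0.83), Zfp458 (-0.66) and Zfp738 (-0.64) fell too. Gckr and Uaca lost their calls without WT light replicate 3 (adjusted p up to 0.0581). With all 13 arrays and sex as a covariate Krt18 had -0.24 and Gckr -0.13 in WT mice. In the same fit Kdm6a had 0.01 and Kdm5c 0.05 in KO mice. Lurap1l lost its call without WT dark replicate 3 and WT light replicates 1, 2 and 3 in turn (adjusted p up to 0.0595). Cyp2d40 lost its call without WT dark replicates 1 and 2 and WT light replicates 1, 2 and 3 in turn (adjusted p up to 0.143). Abhd14b, Fndc1, Cmtm5, Krt18, Snrpe, Rrs1, Bmp4, Vcan, Mfap4, Ptgds, Gstm6, Uggt2, Zfp874b, Zfp458 and Zfp738 lost their calls without each of the 6 arrays compared in turn (adjusted p up to 0.177). Leaving out KO dark replicates 1, 2 and 3 in turn gave 5, 4 and 4 called genes in KO mice, and leaving out KO light replicates 1 and 2 gave 10 and 17. For WT mice the numbers were 16, 14 and 15 without WT dark replicates 1, 2 and 3 and 17, 15 and 9 without WT light replicates 1, 2 and 3. The array labelled KO light replicate 3 weighed more than any other: 1981 genes in KO mice and 857 in WT mice were called without it, and 2653 and 880 with the exchanged arrays. With WT dark replicate 4 among the WT dark arrays, limma called 22 genes in WT mice and 0 in KO mice, and with sex as a covariate 226 and 0, where the 12 arrays gave 1092 at an unadjusted p under 0.05 and 10 without moderated variances.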

Interestingly, the influence of the environmental conditioning from dark to light exposure was similar in the two genotypes in regard to the number of regulated genes. However, most of the 2914 genes regulated in the KO animals between dark and light were different from the 2524 genes in the WT animals or were modulated at a significantly higher level. Thus, light- exposed PGC-1α KO and WT mice differed in the expression of 1774 genes, 897 of which were elevated and 877 of which were decreased in KO compared to the WT mice, more than three times the number of genes as observed in the corresponding dark accommodated mouse comparison (Fig. 4A, Fig. S1E). 

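Light can change the same gene in both genotypes, in 1 genotype only, or in both to a different degree. The shared calls show the first, and the interaction of genotype and light tests the other two. Of the genes called between light and dark, 8 were shared by KO and WT mice and changed in the same direction, 4 up and 4 down, against 0.0404 expected if the calls were independent. Eif2s3y, Kdm5d and Uty of the Y chromosome rose and Xist fell, which marks male against female mice. Slc7a3, a transporter of arginine, rose, and the histone demethylases Kdm5c and Kdm6a fell, all 3 on the X chromosome. Asic3, a channel that opens in acid, was the 1 shared gene that remained without the genes on X and Y, where 0.0159 was expected. Without KO dark replicates 1, 2 and 3 in turn 4 genes were shared, without WT light replicate 2 or 3 5, and without the array labelled KO light replicate 3 390. The exchanged arrays gave 417 shared genes, 221 up and 196 down, against 58.4 expected, and 12 called in opposite directions. The light response itself differed between the genotypes for 12 genes (limma, adjusted p under 0.05), 7 higher and 5 lower in the response of KO than of WT mice. Cdkal1, which modifies a lysine tRNA, had an interaction of 0.76 on the log2 scale (adjusted p = 0.00405). Pcolce (1.30), an enhancer of collagen maturation, Odc1 (0.80) of polyamine synthesis, Shisa4 (0.68), a membrane adaptor, the filament protein Synm (0.65), the annexin Anxa3 (0.62) and the tubulin Tubg2 (0.58) had a more positive response in KO mice. Fndc1 (-2.03), a fibronectin-type protein, Uaca (-1.12), which acts on apoptosome formation, Sh3yl1 (-1.05), a lipid-binding protein of membrane ruffles, Nt5e (-0.76), which makes adenosine, and Sowahb (-0.70) had a more negative one. Leaving out 1 array in turn gave 1, 1 and 1 genes with an interaction for KO dark replicates 1, 2 and 3 and 6, 3 and 1 for those of WT dark. It gave 1, 4 and 5 for WT light replicates 1, 2 and 3, 10 and 22 for KO light replicates 1 and 2, and 263 for the array labelled KO light replicate 3. With the exchanged arrays 555 genes had an interaction. Over the genes of reactive glia and retinal stress, 21 of 22 had a more positive response in KO than in WT mice, with a median log2 difference of 0.48. The reactive glia list in the interaction had adjusted p = 2.4e-06 from camera and adjusted p = 0.639 with an estimated correlation (1.17e-27 to 0.639 over all alternatives). Of the reactive glia genes in the interaction none passed limma's test singly (none adjusted over the list alone, 2 higher at an unadjusted p under 0.05, none without moderated variances). Over the genes of rod phototransduction, 25 of 27 had a more negative response in KO than in WT mice, with a median log2 difference of -0.15. The rod list in the interaction had adjusted p = 9.14e-06 from camera and adjusted p = 0.639 with an estimated correlation (6.64e-12 to 0.639 over all alternatives). Of the rod genes in the interaction none passed limma's test singly (none adjusted over the list alone, 7 lower at an unadjusted p under 0.05, none without moderated variances).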

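The paper concludes, from light responses that it found to be largely different in the genotypes, that light-exposed KO and WT mice differ in more genes than dark-adapted mice. Between KO light and WT light 35 genes were called, 24 higher and 11 lower in KO light. The balance turned at an unadjusted p, with 356 higher and 536 lower, and without KO light replicate 2, with 3 and 5. Rises prevailed in the other settings that called genes. Cdkal1 was higher by 0.65 (SE 0.05, adjusted p = 0.00047) and stayed called on leaving out each light array in turn. Gpnmb, a glycoprotein of phagocytes and pigment cells, rose by 1.97 (SE 0.26, adjusted p = 0.0191, up to 0.0842 without WT light replicates 1 and 2 in turn). Camera also called the pigment epithelium and melanocyte markers higher in this comparison, but not with an estimated correlation. Whether the samples differed in pigment tissue was not tested. Pcolce (0.80), the growth factor Bmp4 (0.78), the matrix protein Abi3bp (0.59), Shisa4 (0.56), the transcriptional regulator Eya1 (0.52), the ferric reductase Frrs1 (0.50), Anxa3 (0.49) and the matrix protease Mmp14 (0.47) were higher as well. Rarb, a retinoic acid receptor, had -0.58, Asns -0.53, Dgkeos, a transcript opposite to diacylglycerol kinase epsilon, -0.51, and Nt5e, which turns AMP into adenosine, -0.43. The Notch ligand Jag1 (-0.36), the myeloid receptor Cd300lf (-0.30) and the lipid transporter Abca13 (-0.29) fell too. Pcolce and Shisa4 lost their calls without KO light replicate 2 and WT light replicates 1 and 2 in turn (adjusted p up to 0.0941). Bmp4, Eya1, Mmp14 and Jag1 lost their calls without KO light replicate 2 and WT light replicates 1, 2 and 3 in turn (adjusted p up to 0.141). Abi3bp lost its call without KO light replicates 1 and 2 and WT light replicates 1 and 2 in turn (adjusted p up to 0.0855). Frrs1, Rarb, Dgkeos, Cd300lf and Abca13 lost their calls without KO light replicates 1 and 2 and WT light replicates 1, 2 and 3 in turn (adjusted p up to 0.161). Anxa3 lost its call without WT light replicates 1 and 2 in turn (adjusted p up to 0.0842). Asns lost its call without WT light replicate 1 (adjusted p up to 0.0619). Nt5e lost its call without KO light replicate 1 and WT light replicates 1, 2 and 3 in turn (adjusted p up to 0.167). Gpnmb had 2.33 with the exchanged arrays (adjusted p = 7.86e-05, 7.86e-05 to 0.176 over all alternatives). Other exchanged values were 0.63 for Cdkal1, 1.01 for Pcolce, 0.78 for Bmp4, -0.61 for Rarb, -0.44 for Asns and -0.42 for Jag1. Asic3, Asns and Idh3a were called between the genotypes in both states, Asic3 higher and Asns and Idh3a lower in KO mice. Without KO light replicates 1 and 2 in turn 49 and 8 genes were called, and without WT light replicates 1, 2 and 3 1, 4 and 9. Without the array labelled KO light replicate 3, 1045 were called. With the exchanged arrays 1640 genes were called, 910 higher and 730 lower. With all 13 arrays fitted, 12 were called, with the replicate block 11 and without moderated variances 5. With only the 6 light arrays limma called 0, where the 12 arrays gave 892 at an unadjusted p under 0.05.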

The top regulated genes (Table S1A) and the most affected pathways (Table S1B) that were downregulated in KO mice compared to WT animals still included metabolic processes as observed in the dark condition. 

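Mitochondria of rods work beside the outer segments that light injures, and much of their protein is encoded by genes that PGC-1α drives. In the illuminated retina, of the genes of oxidative phosphorylation, 65 of 74 had a lower mean in KO light than in WT light, with a median log2 difference of -0.10. The oxidative phosphorylation list had adjusted p = 1.33e-09 from camera and adjusted p = 0.22 with an estimated correlation (2.39e-11 to 0.281 over all alternatives). Of the oxidative phosphorylation genes 1 fell and 73 did not pass limma's test (9 lower adjusted over the list alone). Ndufa4, a subunit of cytochrome c oxidase, was lower by -0.29 (SE 0.05, adjusted p = 0.0494, up to 0.171 without KO light replicates 1 and 2 and WT light replicates 1, 2 and 3 in turn). Of the genes of the citrate cycle, 18 of 19 had a lower mean, with a median log2 difference of -0.10. The citrate cycle list had adjusted p = 1.05e-06 from camera and adjusted p = 0.22 with an estimated correlation (2.71e-07 to 0.281 over all alternatives). Of the citrate cycle genes 1 fell and 18 did not pass limma's test (4 lower adjusted over the list alone). Idh3a, which turns isocitrate into 2-oxoglutarate, fell with -0.27 (SE 0.05, adjusted p = 0.0494, up to 0.169 without KO light replicates 1 and 2 and WT light replicates 1, 2 and 3 in turn). Sdhd, shared by the cycle and complex II, had -0.38 (adjusted p = 0.0677). Ubiquinone carries electrons to complex III, and of the genes of its synthesis 8 of 12 had a lower mean, with a median log2 difference of -0.09. The ubiquinone list had adjusted p = 0.0292 from camera and adjusted p = 0.22 with an estimated correlation (0.0065 to 0.573 over all alternatives). The ubiquinone list was not called without KO light replicate 3 and WT light replicate 3 in turn (adjusted p up to 0.145). Of the ubiquinone genes none passed limma's test singly (2 lower adjusted over the list alone, 2 lower at an unadjusted p under 0.05, none without moderated variances). Glycolysis supplies ATP to rod outer segments, and of its genes 10 of 14 had a lower mean, with a median log2 difference of -0.08. The glycolysis list had adjusted p = 0.00744 from camera and adjusted p = 0.364 with an estimated correlation (0.000318 to 0.635 over all alternatives). The glycolysis list was not called without KO light replicate 3 (adjusted p up to 0.525). Of the glycolysis genes none passed limma's test singly (1 lower adjusted over the list alone, 1 lower at an unadjusted p under 0.05, none without moderated variances). Hk2, the hexokinase that commits glucose in photoreceptors, had -0.31 (adjusted p = 0.0677). The exchanged arrays gave adjusted p = 0.000143 for oxidative phosphorylation, 0.00543 for the citrate cycle, 0.372 for ubiquinone synthesis and 0.284 for glycolysis. With an estimated correlation, the exchanged arrays called none of these lists. Of the genes of Table S1A, 59 ratios could be matched, and 59 ran in the direction given by the paper. Within 1.2-fold of the paper's ratio were 1 of 17 between KO light and WT light and 3 of 14 between KO light and KO dark. Between WT light and WT dark they were 13 of 16, and between KO dark and WT dark 7 of 12. Both comparisons with KO light moved with the exchanged arrays, to 16 and 14, and without the array labelled KO light replicate 3, to 14 and 11. With WT dark replicate 4 added to WT dark, 3 ratios between WT light and WT dark and 0 between KO dark and WT dark lay within 1.2-fold.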

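Rods detect single photons through the G protein transducin, a phosphodiesterase and a cation channel gated by cyclic GMP, and then end the response quickly. Breaks in DNA accumulate when photoreceptors are overexposed, and their repair decides whether the cell survives. After light, of the genes of rod phototransduction, 26 of 27 had a lower mean in KO light than in WT light, with a median log2 difference of -0.17. The rod list had adjusted p = 9.49e-10 from camera and adjusted p = 0.34 with an estimated correlation (3.66e-14 to 0.34 over all alternatives). Of the rod genes 1 fell and 26 did not pass limma's test (7 lower adjusted over the list alone). In the rod list 19 fell with the exchanged arrays (adjusted p = 3.66e-14 for the list), and 13 fell without the array labelled KO light replicate 3. Rgs9bp, which anchors the protein that switches transducin off, was lower by -0.37 (SE 0.06, adjusted p = 0.0344, up to 0.141 without KO light replicate 2 and WT light replicates 1, 2 and 3 in turn). Rgs9bp had -0.52 with the exchanged arrays (adjusted p = 0.00123, 0.00123 to 0.219 over all alternatives). Slc24a1, the exchanger that extrudes calcium from the outer segment, had -0.34, Rpgrip1 of the connecting cilium -0.29, and Esrrb, a nuclear receptor on which rods depend for survival, -0.27. Of the cone genes, 11 of 16 had a lower mean, with a median log2 difference of -0.07. The cone list had adjusted p = 0.132 from camera and adjusted p = 0.702 with an estimated correlation (0.00136 to 0.702 over all alternatives). Of the cone genes none passed limma's test singly (none adjusted over the list alone, 1 lower at an unadjusted p under 0.05, none without moderated variances). In the cone list 1 rose and 6 fell with the exchanged arrays (adjusted p = 0.00138 for the list), and 1 rose and 5 fell without the array labelled KO light replicate 3. With the exchanged arrays and an estimated correlation the rod and cone lists were not called. Gnat2, the transducin of cones, had -0.30 and the cone opsin Opn1mw -0.17, while Gnb3, the beta subunit of that transducin, had 0.21. Of the DNA repair genes, 45 of 61 had a lower mean, with a median log2 difference of -0.06. The DNA repair list had adjusted p = 0.0043 from camera and adjusted p = 0.364 with an estimated correlation (0.000418 to 0.573 over all alternatives). The DNA repair list was not called without WT light replicate 3 (adjusted p up to 0.0639). Of the DNA repair genes none passed limma's test singly (none adjusted over the list alone, 2 lower at an unadjusted p under 0.05, none without moderated variances). In the DNA repair list 2 fell with the exchanged arrays (adjusted p = 0.0995 for the list), and 1 fell without the array labelled KO light replicate 3. Blm, a helicase of recombination, had -0.20 and Fancg, of the repair of crosslinks, -0.21. Table S2 names repair genes too, chosen by the study on these samples and so not independent evidence, and of them 16 of 19 had a lower mean, with a median log2 difference of -0.11. The Table S2 repair list had adjusted p = 0.000241 from camera and adjusted p = 0.162 with an estimated correlation (0.00011 to 0.162 over all alternatives). Of the Table S2 repair genes none passed limma's test singly (2 lower adjusted over the list alone, 2 lower at an unadjusted p under 0.05, none without moderated variances). Mitosis is rare in the mature retina, and of its genes 18 of 27 had a lower mean, with a median log2 difference of -0.08. The mitosis list had adjusted p = 0.0374 from camera and adjusted p = 0.337 with an estimated correlation (0.0169 to 0.337 over all alternatives). The mitosis list was not called without KO light replicate 2 and WT light replicates 1 and 2 in turn (adjusted p up to 0.149). Of the mitosis genes none passed limma's test singly (2 lower adjusted over the list alone, 4 lower at an unadjusted p under 0.05, none without moderated variances).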

Strikingly however, various key processes in retinal function, damage and repair, in particular visual perception, photoreceptor function, DNA damage and repair were now lower in the KO animals compared to controls (Fig. 4B, 4C and Fig. S1A–C). Phototransduction pathway analysis showed that PGC-1α KO mice displayed diminished expression of phototransduction genes in the illuminated state (for example KO light vs WT light: *Nrl, Nr2e3, Arr3, Scn4a, Cnga1*) (Fig. 4B, 4C, Table S1B). Similarly, the expression of many anti-apoptotic genes was reduced in the animals with an ablated PGC-1α gene, including *Fas* (Fig. 4B, 4C and Table S1). 

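Nrl commits a photoreceptor precursor to the rod fate and keeps the rod genes on. Arr3 ends the response of cones, and Cnga1 and Cngb1 form the cation channel of rods. Nrl, the rod transcription factor, had a log2 intensity of 9.47 ± 0.35 (SD, n = 3) in KO light and 9.88 ± 0.08 (SD, n = 3) in WT light. The difference in Nrl was -0.41 on the log2 scale (adjusted p = 0.213), and -0.68 with the exchanged arrays (adjusted p = 0.000991, 0.000991 to 0.576 over all alternatives). Cnga1, the pore subunit, had a log2 intensity of 11.30 ± 0.15 (SD, n = 3) in KO light and 11.57 ± 0.05 (SD, n = 3) in WT light. The difference in Cnga1 was -0.28 on the log2 scale (adjusted p = 0.156), and -0.40 with the exchanged arrays (adjusted p = 0.00232, 0.00232 to 0.518 over all alternatives). Cngb1, the modulating subunit, had a log2 intensity of 9.49 ± 0.37 (SD, n = 3) in KO light and 9.65 ± 0.04 (SD, n = 3) in WT light. The difference in Cngb1 was -0.16 on the log2 scale (adjusted p = 0.654), and -0.44 with the exchanged arrays (adjusted p = 0.000525, 0.000525 to 0.962 over all alternatives). Arr3, the arrestin of cones, had a log2 intensity of 10.08 ± 0.43 (SD, n = 3) in KO light and 10.33 ± 0.15 (SD, n = 3) in WT light. The difference in Arr3 was -0.25 on the log2 scale (adjusted p = 0.532), and -0.54 with the exchanged arrays (adjusted p = 0.00653, 0.00653 to 0.94 over all alternatives). From dark to light Nrl had -0.03 and Cnga1 -0.04 in WT mice, and -0.40 and -0.28 in KO mice, or -0.67 and -0.40 with the exchanged arrays. With all 13 arrays and sex as a covariate the WT values turned to 0.88 for Nrl and 0.52 for Cnga1. That covariate rests on the array labelled WT dark replicate 4 alone. Arr3 had -0.86 in KO mice (adjusted p = 0.0555) and -0.37 in WT mice (adjusted p = 0.251). Table S2 names phototransduction genes that the study chose on these samples, so they are not independent evidence, and of them 23 of 26 had a lower mean, with a median log2 difference of -0.20. The Table S2 phototransduction list had adjusted p = 2.31e-08 from camera and adjusted p = 0.364 with an estimated correlation (3.78e-14 to 0.364 over all alternatives). Of the Table S2 phototransduction genes 1 fell and 25 did not pass limma's test (9 lower adjusted over the list alone). In the Table S2 phototransduction list 20 fell with the exchanged arrays (adjusted p = 5.04e-14 for the list), and 15 fell without the array labelled KO light replicate 3. With the exchanged arrays and an estimated correlation this list was not called. Nr2e3, which represses cone genes in rods, and Scn4a, a sodium channel of muscle, have no probe set with their symbol alone and were not analysed here.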

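Cells under stress hold back their own death with proteins that neutralize caspases or keep the outer membrane of mitochondria closed. Xiap binds and inhibits caspases directly. Fas is a receptor through which neighbouring cells can trigger death, and in neurons it also takes part in growth and repair. Fas, the death receptor, had a log2 intensity of 5.63 ± 0.27 (SD, n = 3) in KO light and 5.36 ± 0.03 (SD, n = 3) in WT light. The difference in Fas was 0.27 on the log2 scale (adjusted p = 0.341), and 0.50 with the exchanged arrays (adjusted p = 0.00158, 0.00158 to 0.69 over all alternatives). Xiap, the caspase inhibitor, had a log2 intensity of 10.02 ± 0.26 (SD, n = 3) in KO light and 10.31 ± 0.12 (SD, n = 3) in WT light. The difference in Xiap was -0.29 on the log2 scale (adjusted p = 0.288), and -0.46 with the exchanged arrays (adjusted p = 0.00331, 0.00331 to 0.584 over all alternatives). Mcl1, a short-lived guardian of the mitochondrial membrane, had 0.10, or 0.38 with the exchanged arrays. In KO mice Fas had a log2 difference of 0.28 from dark to light and Xiap -0.20, against 0.13 and -0.02 in WT mice. Of the anti-apoptotic genes, 10 of 15 had a lower mean, with a median log2 difference of -0.03. The anti-apoptotic list had adjusted p = 0.728 from camera and adjusted p = 0.843 with an estimated correlation (0.382 to 0.982 over all alternatives). Of the anti-apoptotic genes none passed limma's test singly (none adjusted over the list alone, 1 lower at an unadjusted p under 0.05, none without moderated variances). In the anti-apoptotic list 1 rose and 2 fell with the exchanged arrays (adjusted p = 0.651 for the list), and 1 rose and 2 fell without the array labelled KO light replicate 3. Table S2 has its own anti-apoptotic genes, chosen by the study on these samples and so not independent evidence, and of them 5 of 6 had a lower mean, with a median log2 difference of -0.10. The Table S2 anti-apoptotic list had adjusted p = 0.4 from camera and adjusted p = 0.52 with an estimated correlation (0.0624 to 0.667 over all alternatives). Of the Table S2 anti-apoptotic genes none passed limma's test singly (none adjusted over the list alone, 1 higher and 1 lower at an unadjusted p under 0.05, none without moderated variances). In the Table S2 anti-apoptotic list 1 rose and 2 fell with the exchanged arrays (adjusted p = 0.46 for the list), and 1 rose and 2 fell without the array labelled KO light replicate 3.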

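Müller glia span the retina and react early to dying photoreceptors, with growth factors, filament proteins and acute-phase proteins. Microglia then clear debris, and chemokines and interferon-driven genes draw in further cells. Among genes of reactive glia and retinal stress 22 of 22 had a higher mean in KO light than in WT light, with a median log2 difference of 0.53. The reactive glia list had adjusted p = 5.29e-09 from camera and adjusted p = 0.364 with an estimated correlation (2.06e-27 to 0.364 over all alternatives). Of the reactive glia genes none passed limma's test singly (none adjusted over the list alone, 7 higher at an unadjusted p under 0.05, none without moderated variances). In the reactive glia list 22 rose with the exchanged arrays (adjusted p = 4.49e-25 for the list), and 19 rose without the array labelled KO light replicate 3. With an estimated correlation, the exchanged arrays called only the TGF-β, actin and matrix lists between KO light and WT light. Lcn2, an iron-binding acute-phase protein, had 1.17, Serpina3n, a protease inhibitor of reactive astrocytes, 1.08, and the cytokine receptor Osmr 0.59. Timp1, which inhibits matrix proteases, had 0.67 and Cd44, a hyaluronan receptor, 0.79. With the exchanged arrays these values were 1.92 for Lcn2, 1.84 for Serpina3n, 1.31 for Osmr, 1.41 for Timp1 and 1.55 for Cd44. A2m, a scavenger of proteases and cytokines, had a log2 intensity of 9.81 ± 1.19 (SD, n = 3) in KO light and 8.71 ± 0.38 (SD, n = 3) in WT light. The difference in A2m was 1.10 on the log2 scale (adjusted p = 0.318), and 2.03 with the exchanged arrays (adjusted p = 0.000294, 0.000294 to 0.685 over all alternatives). Bcl2, which keeps the mitochondrial membrane closed, had a log2 intensity of 9.60 ± 0.28 (SD, n = 3) in KO light and 9.77 ± 0.05 (SD, n = 3) in WT light. The difference in Bcl2 was -0.17 on the log2 scale (adjusted p = 0.521), and -0.32 with the exchanged arrays (adjusted p = 0.00629, 0.00629 to 0.921 over all alternatives). Of the chemokine and adhesion genes, 16 of 22 had a higher mean, with a median log2 difference of 0.14. The chemokine list had adjusted p = 0.000213 from camera and adjusted p = 0.385 with an estimated correlation (2.81e-11 to 0.385 over all alternatives). The chemokine list was not called without KO light replicate 1 (adjusted p up to 0.0908). Of the chemokine genes none passed limma's test singly (2 higher adjusted over the list alone, 3 higher at an unadjusted p under 0.05, none without moderated variances). In the chemokine list 12 rose with the exchanged arrays (adjusted p = 1.55e-10 for the list), and 12 rose without the array labelled KO light replicate 3. Ccl3 and Ccl2, chemokines that attract monocytes, had 0.96 and 0.29, the adhesion receptor Vcam1 0.46, and the cytokine Il1b -0.11. They had 1.92 for Ccl3, 0.88 for Ccl2, 1.01 for Vcam1 and -0.05 for Il1b with the exchanged arrays. Of the markers of microglia and macrophages, 13 of 19 had a higher mean, with a median log2 difference of 0.10. The microglia list had adjusted p = 0.000591 from camera and adjusted p = 0.364 with an estimated correlation (2.18e-05 to 0.364 over all alternatives). Of the microglia genes none passed limma's test singly (3 higher adjusted over the list alone, 4 higher at an unadjusted p under 0.05, none without moderated variances). In the microglia list 5 rose with the exchanged arrays (adjusted p = 3.59e-05 for the list), and 4 rose without the array labelled KO light replicate 3. Cd68 of lysosomes had 0.46, the lysozyme Lyz2 0.41 and C1qb, a part of the complement trigger, 0.40. Of the interferon response genes, 12 of 17 had a higher mean, with a median log2 difference of 0.15. The interferon list had adjusted p = 0.0043 from camera and adjusted p = 0.492 with an estimated correlation (4.02e-09 to 0.61 over all alternatives). The interferon list was not called without KO light replicate 1 (adjusted p up to 0.61). Of the interferon genes none passed limma's test singly (none adjusted over the list alone, 2 higher at an unadjusted p under 0.05, none without moderated variances). In the interferon list 12 rose with the exchanged arrays (adjusted p = 4.02e-09 for the list), and 6 rose without the array labelled KO light replicate 3. Stat3, which carries cytokine signals into Müller glia, had 0.45 (adjusted p = 0.629). Stat3 had 1.04 with the exchanged arrays (adjusted p = 0.00052, 0.00052 to 0.941 over all alternatives). Table S2 lists inflammatory genes that the study chose on these samples, so they are not independent evidence, and of them 20 of 25 had a higher mean, with a median log2 difference of 0.14. The Table S2 inflammatory list had adjusted p = 0.00155 from camera and adjusted p = 0.397 with an estimated correlation (5.09e-10 to 0.397 over all alternatives). The Table S2 inflammatory list was not called without KO light replicate 1 (adjusted p up to 0.246). Of the Table S2 inflammatory genes none passed limma's test singly (1 lower adjusted over the list alone, 2 higher and 2 lower at an unadjusted p under 0.05, none without moderated variances). In the Table S2 inflammatory list 11 rose with the exchanged arrays (adjusted p = 1.72e-09 for the list), and 10 rose and 1 fell without the array labelled KO light replicate 3.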

Inversely, many inflammatory and pro-apoptotic genes were expressed at a higher level in light-exposed KO mice compared to controls, such as *Bcl2* and *A2M,* respectively (Fig. 4B, 4C). Interestingly, genes involved in extrinsic or intrinsic apoptosis were upregulated in the PGC-1α KO vs WT animals; however, no specific apoptotic pathway was preferentially affected (Table S2A). 

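Apoptosis starts either at death receptors of the cell surface, the extrinsic route, or at mitochondria, the intrinsic route, and both end in the same caspases. Casp8 and Tnfrsf1a stand at the head of the extrinsic route, and Apaf1 and the cytochrome c gene Cycs in the intrinsic one. Between KO light and WT light, of the genes of extrinsic apoptosis 10 of 14 had a higher mean, with a median log2 difference of 0.05. The extrinsic list had adjusted p = 0.0629 from camera and adjusted p = 0.364 with an estimated correlation (0.0114 to 0.42 over all alternatives). Of the extrinsic genes none passed limma's test singly (none adjusted over the list alone, 3 higher at an unadjusted p under 0.05, none without moderated variances). In the extrinsic list 5 rose with the exchanged arrays (adjusted p = 0.0143 for the list), and 4 rose without the array labelled KO light replicate 3. With the exchanged arrays and an estimated correlation the extrinsic list was not called. Casp8 had 0.38, Tnfrsf1a, the receptor of TNF, 0.38 and Daxx, an adaptor of Fas signals, 0.20, against 0.72 for Casp8, 0.68 for Tnfrsf1a and 0.49 for Daxx with the exchanged arrays. Among genes of intrinsic apoptosis 10 of 16 had a lower mean, with a median log2 difference of -0.02. The intrinsic list had adjusted p = 0.753 from camera and adjusted p = 0.849 with an estimated correlation (0.447 to 0.932 over all alternatives). Of the intrinsic genes none passed limma's test singly (none adjusted over the list alone, none at an unadjusted p under 0.05, none without moderated variances). In the intrinsic list no gene was called with the exchanged arrays (adjusted p = 0.686 for the list), and no gene was called without the array labelled KO light replicate 3. Cycs had -0.10 with the arrays as labelled and with the exchanged arrays alike. Table S2 lists pro-apoptotic genes, again chosen by the study on these samples and not independent evidence, and of them 19 of 25 had a higher mean, with a median log2 difference of 0.05. The Table S2 pro-apoptotic list had adjusted p = 0.0111 from camera and adjusted p = 0.397 with an estimated correlation (1.21e-06 to 0.46 over all alternatives). The Table S2 pro-apoptotic list was not called without KO light replicates 1 and 2 and WT light replicate 1 in turn (adjusted p up to 0.46). Of the Table S2 pro-apoptotic genes none passed limma's test singly (none adjusted over the list alone, 3 higher at an unadjusted p under 0.05, none without moderated variances). In the Table S2 pro-apoptotic list 11 rose with the exchanged arrays (adjusted p = 2.48e-06 for the list), and 10 rose without the array labelled KO light replicate 3. Immediate early genes, which neurons and glia switch on within minutes of a stimulus, ran alongside. Among these 20 of 22 had a higher mean, with a median log2 difference of 0.20. The immediate early list had adjusted p = 8.27e-06 from camera and adjusted p = 0.364 with an estimated correlation (4.52e-12 to 0.364 over all alternatives). The immediate early list was not called without KO light replicate 1 (adjusted p up to 0.162). Of the immediate early genes none passed limma's test singly (none adjusted over the list alone, 1 higher at an unadjusted p under 0.05, none without moderated variances). In the immediate early list 13 rose with the exchanged arrays (adjusted p = 4.52e-12 for the list), and 11 rose without the array labelled KO light replicate 3. With the exchanged arrays and an estimated correlation the immediate early and Table S2 pro-apoptotic lists were not called. Fos and Jun, which pair to form the transcription factor AP-1, had 0.38 and 0.45 (adjusted p = 0.635 and adjusted p = 0.396). Atf3, a stress partner of Jun, had 0.69, and Gadd45b, which relays DNA damage to kinases, 0.87. With the exchanged arrays these were 0.85 for Fos, 0.89 for Jun, 1.45 for Atf3 and 1.88 for Gadd45b.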

Finally, only the WT animals exhibited an increase in oxidative phosphorylation gene expression pattern comparing dark adapted to light exposed mice (Table S1B: WTli vs WTda up; KOli vs KOda up).

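Phototransduction draws its ATP above all from oxidative phosphorylation. In WT mice, of the genes of oxidative phosphorylation, 62 of 74 had a higher mean in light than in the dark, with a median log2 difference of 0.09. The oxidative phosphorylation list in WT mice had adjusted p = 4.31e-08 from camera and adjusted p = 0.608 with an estimated correlation (3.92e-10 to 0.608 over all alternatives). Of the oxidative phosphorylation genes in WT mice 2 rose and 72 did not pass limma's test (11 higher adjusted over the list alone). Ndufa4 of cytochrome c oxidase rose by 0.29 and Ndufb6 of complex I by 0.46. Ndufa4 and Ndufb6 lost their calls without each of the 6 arrays compared in turn (adjusted p up to 0.156). With all 13 arrays and sex as a covariate Ndufb6 had -0.01 in WT mice. In KO mice 65 of 74 had a higher mean, with a median log2 difference of 0.11. The oxidative phosphorylation list in KO mice had adjusted p = 5.37e-12 from camera and adjusted p = 0.32 with an estimated correlation (4.91e-14 to 0.32 over all alternatives). Of the oxidative phosphorylation genes in KO mice none passed limma's test singly (8 higher adjusted over the list alone, 9 higher at an unadjusted p under 0.05, none without moderated variances). In the oxidative phosphorylation list 11 rose with the exchanged arrays (adjusted p = 1.07e-08 for the list), and 12 rose without the array labelled KO light replicate 3. Ndufb6 had 0.42 in KO mice (adjusted p = 0.0858), Cox5b, a nuclear-encoded subunit of complex IV, 0.29 (adjusted p = 0.0534) and Cox4i1, another subunit, 0.29. In WT mice Cox5b had 0.15 and Cycs, the electron carrier, 0.06. Between the responses of the genotypes, 38 genes of the list lay above and 36 below zero. The oxidative phosphorylation list in the interaction had adjusted p = 0.719 from camera and adjusted p = 0.9 with an estimated correlation (0.192 to 0.942 over all alternatives). Of the genes of the citrate cycle in WT mice, 16 of 19 had a higher mean, with a median log2 difference of 0.14. The citrate cycle list in WT mice had adjusted p = 0.000206 from camera and adjusted p = 0.608 with an estimated correlation (2.41e-05 to 0.608 over all alternatives). Of the citrate cycle genes in WT mice none passed limma's test singly (1 higher adjusted over the list alone, 1 higher at an unadjusted p under 0.05, none without moderated variances). In KO mice the cycle ran the same way, and 19 of 19 had a higher mean, with a median log2 difference of 0.13. The citrate cycle list in KO mice had adjusted p = 3.98e-09 from camera and adjusted p = 0.32 with an estimated correlation (9.03e-11 to 0.32 over all alternatives). The citrate cycle list in the interaction had adjusted p = 0.184 from camera and adjusted p = 0.64 with an estimated correlation (0.033 to 0.668 over all alternatives). Protein synthesis needs charged tRNA, and of the aminoacyl-tRNA synthetases in KO mice 16 of 17 had a higher mean, with a median log2 difference of 0.14. The synthetase list in KO mice had adjusted p = 3.12e-08 from camera and adjusted p = 0.32 with an estimated correlation (7.13e-09 to 0.32 over all alternatives). In WT mice 15 of 17 had a higher mean, with a median log2 difference of 0.11. The synthetase list in WT mice had adjusted p = 0.00923 from camera and adjusted p = 0.705 with an estimated correlation (0.00017 to 0.705 over all alternatives). The low end of that range, 0.00017, came with sex as a covariate, where camera called the synthetases lower in WT light instead of higher. In KO mice the synthetases also turned lower with this covariate, without a call. That covariate rests on the male dark array alone. Dark-adapted mice were female and light-exposed mice male by the labels, so these differences join light with sex.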

**Figure 4:**
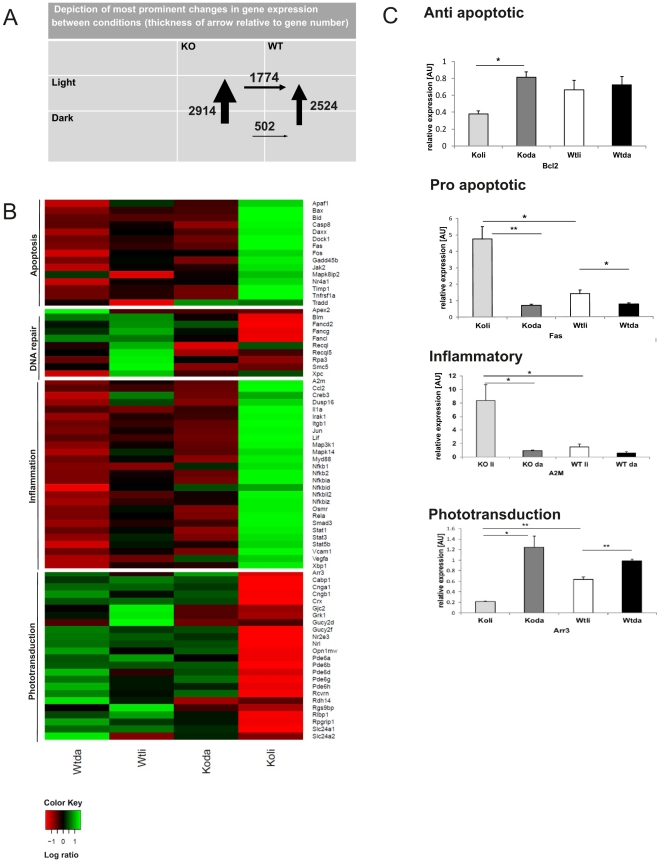
Microarray: Ablation of PGC-1α affects gene expression changes relative to apoptosis, inflammation, protein folding and phototransduction. Microarray analysis of light exposed PGC-1α KO and C57BL/6j WT control mice. +SEM for n = 3 **A.** Number of genes changed significantly between genotypes and conditions: thickness of arrow relates to number of genes changed. **B.** Heat map: expression patterns of a representative selection of genes involved in apoptosis, inflammation, DNA repair and phototransduction. Green = upregulated; red = downregulated; black = unchanged. Data were analyzed with the PARTEK and Bioconductor software suites using Benjamin-Hochberg-corrected ANOVA tests in Panels A and B. Threshold of significant gene expression changes were set at 1.2 fold up- and 0.87 fold down-regulation, respectively. **C.** Semi-quantitative real time PCR validation examples of pro apoptotic, anti apoptotic, inflammatory and phototransduction genes changed significantly in the microarray. 18SrRNA was used as HKG. P value was calculated using two tailed Student's T test: * = p<0.05; ** = p<0.01. +SEM of n = 3; Koli = PGC-1α knockout, light condition, Koda = PGC-1α KO, dark condition, Wtli = C57BL/6 WT, light conditions, Wtda = C57 BL/6 WT, dark condition.

### PGC-1α expression alleviates apoptosis in retinal cells

Light exposure of the retina leads to damage and induction of apoptotic pathways. Based on our observation in light exposed animals, we tested whether PGC-1α function is directly involved in the regulation of early events in photoreceptor apoptosis and we therefore quantified cell death in PGC-1α KO and WT control animals following light exposure. In this experimental context, the generation of free nucleosomes was detected in both genotypes, but at significantly higher levels in the PGC-1α KO than in the WT control animals (Fig. 5A). Thus, the deterioration of the KO retina upon light exposure involves an increase in apoptotic events.

**Figure 5:**
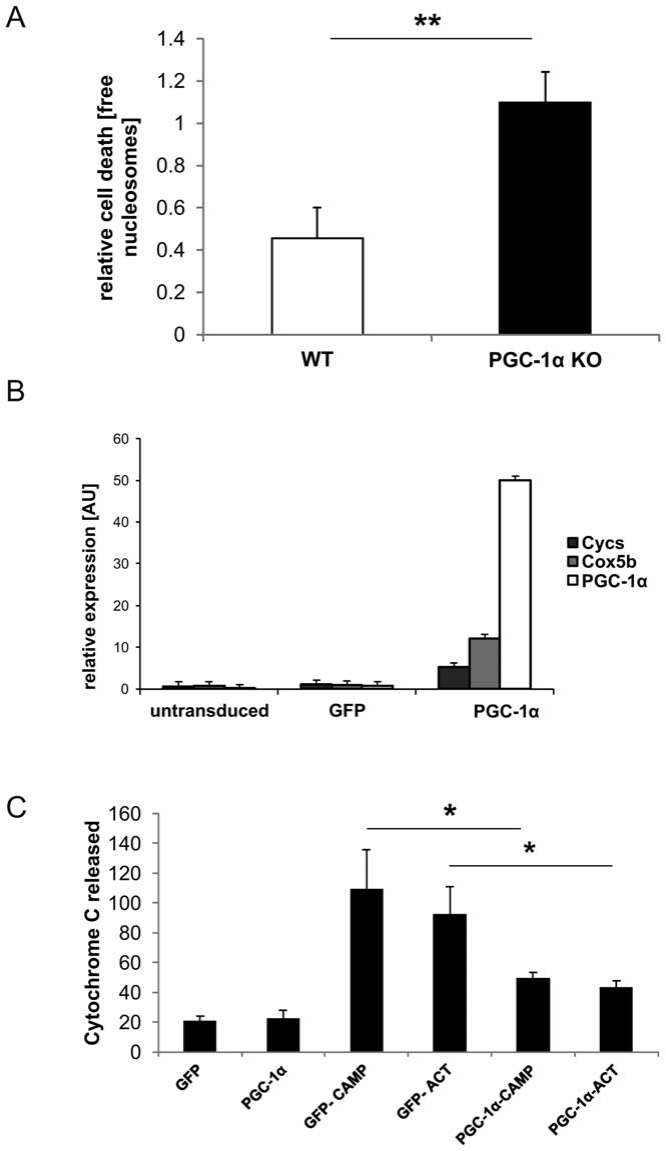
PGC-1α alleviates retinal apoptotic response upon light stress in vivo and in vitro. Relative quantification of cell death. P value was calculated using two tailed Student's T test: * = p<0.05; ** = p<0.01; *** = p<0.001 **A.** PGC-1α KO and C57BL/6j WT mice were exposed to 15'000 lux of white light for 2 hrs. After 24 hrs, retina was extracted and analyzed for free nucleosomes as a measure of cell death via ELISA. +SEM of n = 11 (WT) and n = 15 (PGC-1α KO). **B.** Retinal pigment epithelial cells ARPE-19 were transduced with adenovirus carrying GFP or mouse PGC-1α. Semi-quantitative real time PCR of PGC-1α and its targets *Cox5b* (cytochrome *c* oxidase subunit Vb) and *Cycs* (cytochrome *c*) in PGC-1α versus GFP transduced ARPE-19 cells. 18SrRNA was used as HKG. +SEM of n = 6 **C.** ARPE-19 cells were transduced with adenovirus carrying GFP or PGC-1α, treated with apoptosis inducers actinomycin D or camptothecin and then analyzed for cell death via immunostaining of released cytochrome *c*. ACT = Actinomycin D, CAMP = Campthothecin. 18SrRNA was used as HKG. +SEM of n = 6.

To circumvent the potentially confounding effects of a global, life-long absence of PGC-1α in the KO mice that may be compensated *in vivo*, we investigated the effect of acutely modulated PGC-1α in ARPE-19 cells, a retinal pigment epithelial cell line. In these cells, we studied cytochrome *c* release as an early event in intrinsic, mitochondria-related apoptosis. ARPE-19 cells were transduced with adenovirus encoding GFP as control or PGC-1α expression cassettes, respectively. Importantly, despite the induction of cytochrome *c* expression by PGC-1α that has been reported in other experimental contexts (Fig. 5B), no change in cytochrome *c* release was observed in ARPE-19 cells with ectopic elevation of PGC-1α (Fig. 5C). As expected, treatment of the ARPE-19 cells with actinomycin D or camptothecin caused elevated cytochrome *c* release and thus apoptosis in GFP-expressing control cells. However, when the cells were additionally expressing PGC-1α, this resulted in a significant reduction in cytochrome *c* release that was statistically undistinguishable from cytochrome *c* release in vehicle- treated control cells. (Fig. 5B).

### PGC-1α and PGC-1β are reduced in rd10 and VPP models of degenerative retinal disease

A wide array of retinal disease conditions is associated with increased apoptosis of photoreceptors, including *retinitis pigmentosa,* a multi- genetic hereditary retinal disease that is caused by mutations in genes implicated in photoreceptor and RPE function. *Retinitis pigmentosa* (RP) causes progressive vision loss by the degeneration of rods and cones [23]. Animal models to study RP include the rd10, the VPP and the *Nrl* KO mouse [18], [24]–[25]. Since apoptotic and other pathways involved in retinal damage in *retinitis pigmentosa* were affected by the PGC-1α gene knockout in light- exposed mice, we investigated whether the expression levels of PGC-1α were altered in these mouse models with age-dependent disease progression of retinal degeneration. In the WT animals, PGC-1α augmented with increasing age similar to *Rho (Rhodopsin)*, a marker of rod differentiation. In contrast, after an initial rise, PGC-1α expression reverted back to initial levels in the rd10 mouse (Fig. 6A, 6B). A similar decrease was observed for PGC-1β expression in the rd10 animals, where PGC-1β levels remained consistently lower compared to those of WT animals, even after the initial spike of PGC-1β expression around the age of 15 days (Fig. 6C). Any remaining amount of both coactivators was probably due to their presence in the GCL and INL which remained intact in all of the used models (Fig. 1B).

**Figure 6:**
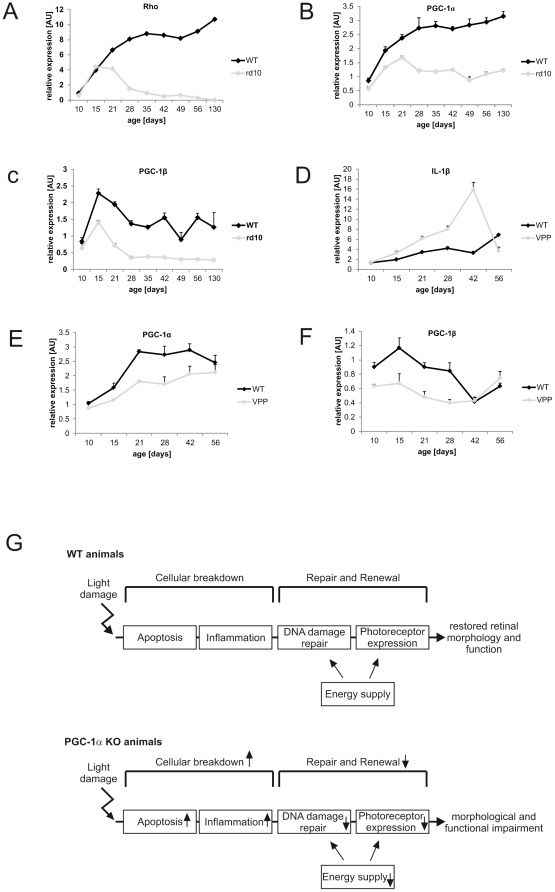
PGC-1α and PGC-1β are reduced in rd10 and VPP retinal degeneration models. Retina from rd10 and VPP mice was isolated at different PNDs (postnatal days) and checked for expression of genes via semi- quantitative real time PCR. β-actin was used as HKG. +SEM of n = 3 per time point. **A–C** rd10 mouse model: Rhodopsin (*Rho*) was used as control gene diminished in this condition. **D–F** VPP mouse model: Interleukin 1-β (*Il-1β*) was used as control gene marking the duration of the inflammatory response phase. **G** Loss of the PGC-1α gene in mice affects all the steps of the major cascade of events in light-induced retinal damage, repair and regeneration and consequently results in abnormal retinal morphology and function.

The VPP mouse suffers from a degeneration of rods and cones caused by three rhodopsin mutations (V20G, P23H, and P27L [VPP]) [24]. Both the rd10 and the VPP mouse models thus recapitulate the damage in rods and cones that is observed in human *retinitis pigmentosa*. Interleukin-1β (*Il-1β*), served as a control gene that is upregulated in the VPP mouse due to the inflammation in this model [26] (Fig. 6D), similar to what was shown for the inflammatory marker monocyte chemotactic protein 1(*Mcp-1*) [27]. Both PGC-1α and PGC-1β were expressed at a lower level in the VPP mouse compared to WT animals. Strikingly, convergence of both PGC-1α and PGC-1β expression in VPP and WT animals coincided with the relief of the inflammatory response in the VPP model implied by the strong decrease in *Il-1β* expression between day 42 and day 52. Thus, the apoptotic events seen in the VPP model that precede the inflammation directly correlated with reduced levels of PGC-1α and PGC-1β (Fig. 6D, 6E, 6F). Interestingly, PGC-1β was likewise reduced in the light- exposed PGC-1α knockout mice, which also exhibited retinal damage and dysfunction, as shown in the present manuscript (Fig. S1E).

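PGC-1β, encoded by Ppargc1b, is the closest relative of PGC-1α, shares many of its mitochondrial targets, and can stand in for it in part. In the arrays labelled KO light Ppargc1b had log2 intensities of 8.56, 8.80 and 9.17, in KO dark 9.15, 9.03 and 9.13, in WT light 9.03, 8.88 and 8.99 and in WT dark 9.07, 9.14 and 9.05, with 8.50 in WT dark replicate 4. From dark to light Ppargc1b had a log2 difference of -0.26 in KO mice (SE 0.11, adjusted p = 0.337), and -0.48 with the exchanged arrays (adjusted p = 0.000494, 0.000494 to 0.746 over all alternatives). In WT mice Ppargc1b had -0.12 (adjusted p = 0.609). Between KO light and WT light it had -0.12 (adjusted p = 0.697), and -0.35 with the exchanged arrays (adjusted p = 0.00727, 0.00727 to 0.967 over all alternatives). Between the dark groups Ppargc1b had 0.01 (adjusted p = 0.997). Coactivators act through nuclear receptors and other factors, and between KO light and WT light, of the family with its partners, 13 of 18 had a lower mean, with a median log2 difference of -0.04. The coactivator list had adjusted p = 0.332 from camera and adjusted p = 0.604 with an estimated correlation (0.149 to 0.643 over all alternatives). Of the coactivator genes none passed limma's test singly (none adjusted over the list alone, 1 lower at an unadjusted p under 0.05, none without moderated variances). Pprc1, another member of the family, had 0.09, and Ppard, a receptor that drives fatty acid oxidation, 0.23, against 0.37 for Pprc1 and 0.35 for Ppard with the exchanged arrays.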

## Discussion

The PGC-1 coactivators are key regulators of mitochondrial biogenesis and oxidative metabolism. Hence, our present observation of high expression of both PGC-1α and PGC-1β in the retina, a tissue with one of the highest energy demands, is not surprising. Moreover, the intraretinal expression pattern showing high levels of both coactivators in rod and cone photoreceptors reflects the high energetic requirement of phototransduction that to a large extent is met by oxidative phosphorylation [7]. Interestingly however, dark-adapted mice with an ablation of the PGC-1α gene in the retina display normal retinal morphology and function, even despite a notable reduction in metabolic gene expression in this experimental context. Lack of a prominent phenotype in PGC-1α loss-of-function settings in basal, unstressed conditions has also been observed in other organs in tissue-specific knockout mice [28], [13], [29] and in global knockout animals [19], [30]. Importantly, a more striking phenotypic dysregulation in these animal models is often induced by external stimuli such as fasting, cold exposure or exercise. Similarly, the absence of a functional PGC-1α gene has much more dramatic consequences in light-exposed compared to dark-adapted animals. Light stress and the resulting cellular damage in the retina results in a cascade of events aimed at destruction of damaged cells through apoptosis, removal of cellular debris, repair of DNA damage and restoration of phototransduction through increased expression of cone- and rod-specific genes (Fig. 6G). These processes require a considerable amount of energy, witnessed in the increased expression of genes implicated in oxidative phosphorylation in the WT light versus WT dark up (Table S1B). For example, components of the NADH dehydrogenase (*Ndufa*) and the *cytochrome c* oxidase (*Cox*) complexes are upregulated in this context. The PGC-1α KO animals, however, likely fail to meet the increased energy need (Table S1: KO li vs WT li down) and thus restoration of tissue homeostasis and function is hampered (Fig. 6G). In addition, apoptosis and the inflammatory response are enhanced in light-damaged retinae of PGC-1α knockout animals, while DNA damage repair and photoreceptor recovery are impaired in these mice (Table S2). Interestingly, a recent study analogously implied that PGC-1α dysregulation may be implicated in irradiation-caused DNA damage in the liver [31]. As a consequence, light-exposed retinae of PGC-1α knockout animals show morphological aberrations, specifically a destruction of the RIS and ROS. Interestingly, the thinning of the ONL in the KO animals seems to be primarily caused by a reduction in cell size and/or spacial cellular arrangement since the number of nuclei in the thinner ONL in the KO is not reduced, at least not at the time of the morphological analysis. This interesting observation will be the focus of future studies. As a result of the impairment in morphology and gene expression, light perception is significantly impaired in these mice, as suggested in particular by the reduced the rod-dependent, scotopic b-wave amplitude. In contrast, photopic light perception is unaltered: this difference between the drastic morphological phenotype and the apparently milder functional outcome could be due to the experimental setup. First, since mice were able to freely move during the light exposure, damage was not homogenous throughout the whole retina. Second, morphological and functional analysis were not performed at the same time after light exposure and were assessed in separate animals. Nevertheless, taken together, our data indicate an important role for PGC-1α in the protection against light-induced retinal damage, in providing energy for light perception and in repair and renewal of the photoreceptors of the retina.

The interpretation of our data obtained in global PGC-1α knockout animals could potentially be hampered by several drawbacks of this model. First, total ablation of the PGC-1α gene in many cases results in different, sometimes diametrically opposed phenotypic changes compared to those in tissue-specific knockouts [32]. For example, hepatic gluconeogenesis is constitutively elevated in one global PGC-1α knockout mouse model [19], whereas the fasting-dependent induction of gluconeogenesis is significantly blunted in liver-specific knockouts [29]. Similarly, fiber-type distribution in global knockout is unchanged compared to control mice, while AMP-dependent protein kinase (AMPK) is activated in this context [19], [33]. In contrast, a fiber-type switch towards glycolytic muscle fibers has been observed in muscle-specific PGC-1α knockouts that also exhibit normal AMPK activation [28], [13]. In both cases, the tissue-specific knockout models exhibit the phenotype that is expected based on *in vivo* gain-of-function experiments [34], [35]. Second, in a global PGC-1α knockout mouse, PGC-1α is obviously not only absent in retinal cells, but also other structures involved in light perception and vision. For example, PGC-1α knockout animals suffer from marked neurodegenerative events in the central nervous system [19]. Neuronal deficits, in particular in the visual cortex where PGC-1α expression has been reported [36], but also the optic nerve, would obviously also affect vision in these mice. Finally, it is difficult to interpret etiology and causality underlying the pathological phenotype in the global PGC-1α knockout animals with a life-long absence of a functional PGC-1α gene. To circumvent all of these potentially confounding problems of global, non-inducible PGC-1α gene ablation and to test whether apoptosis is directly affected by PGC-1α and not altered as a consequence of an energy crisis, we tested whether acute modulation of PGC-1α levels in an isolated system of RPE cells recapitulates our observations made in light-exposed PGC-1α knockout mice exhibiting increased levels of apoptosis *in vivo*. Our experiments in the ARPE-19 cell line clearly show a strong anti-apoptotic effect of ectopically expressed PGC-1α against two different pharmacological triggers of apoptosis, actinomycin D and camptothecin. PGC-1α expression has been associated with decreased apoptosis in different cellular contexts, including skeletal muscle [37], aortic endothelial cells [38] and decreased retinal capillary cell apoptosis after statin treatment [10]. In contrast, PGC-1α regulates intestinal epithelial cell fate in part by promoting apoptosis in the intestinal epithelial surface [39]. We now show for the first time that loss-of-function of PGC-1α results in increased apoptosis in the retina *in vivo* and that increased levels of PGC-1α exert an anti-apoptotic effect in retinal pigment epithelial cells.

Our tissue culture data thus not only confirm the direct involvement of loss-of-function of PGC-1α on apoptosis in the ONL *in vivo*, but together with the observation of reduced PGC-1α and PGC-1β expression in mouse models for *retinitis pigmentosa* also indicate that elevation of PGC-1α might be a valid approach to prevent retinal damage and also promote recovery in retinal diseases through increase in ATP generation. Future studies should thus aim at elucidating the therapeutic efficacy of normalization of PGC-1α levels with viral vectors or pharmacological tools on retinal degeneration in *retinitis pigmentosa* and other retinal pathologies.

## Methods

### Animals

All of the animal experiments have been approved by the institution and authorities of the cantons Basel-Stadt and Zurich in Switzerland as well as the institutional and federal authorities in Germany (no. 114/2010) and performed according to the statement of “The Association for Research in Vision and Ophthalmology” for the use of animals in research. Wildtype C57 BL/6 NRj mice were purchased from Janvier (Le Genest St. Isle, France). C57 BL/6 PGC-1α global KO mice were a kind gift of Bruce M. Spiegelman, Dana- Farber Cancer Institute and Department of Cell Biology, Harvard Medical School (Boston, MA). Rd10 ( = retinal degeneration 10) mice were purchased from Jackson Lab (Bar Harbor, Maine). VPP ( = mutant opsin transgene) mice were obtained from Muna Naash, University of Oklahoma (Oklahoma City, Oklahoma). *Nrl* (Neural retinal leucine zipper) KO mice were purchased from the University of Michigan (Ann Arbor, Michigan). Mice were maintained in a 12 h∶12 h light-dark cycle (60 lux).

### Light exposure

Six to thirteen- week old male C57 BL/6 PGC-1α global KO mice and wildtype C57 BL/6 NRj mice were dark adapted overnight (16 hrs). Pupils were dilated with 1% cyclogyl (Alcon, Cham, Switzerland) and 5% phenylephrine (Ciba Vision, Niederwangen, Switzerland) for 45 min. before light exposure. Mice were exposed to 15'000 lux of light for two hours. Following overnight recovery in darkness, mice were analyzed at time points indicated in the results section. Mice that were dark adapted and not exposed to light served as controls.

### Morphology and cell death detection ELISA

Following a 24 hours recovery period after light exposure, eyes were fixed in 2.5% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.3) at 4°C overnight as a preparation for morphological analysis. The superior and inferior retinae were prepared, washed in cacodylate buffer, incubated in osmium tetroxide for 1 hour, dehydrated graded in alcohol series. Epon 812 sections (0.5 µM) from the lower central retina were counter-stained with methylene blue.

Cell death was quantified 24 hours after light exposure in isolated retinas using the ELISA-based cell death detection kit (Roche Diagnostics, Mannheim, Germany). Free nucleosomes, a hallmark of apoptosis in the retina and other tissues, were quantified using anti-histone antibodies in the KO and WT retinae. This method allows quantification of internucleosomal degradation of genomic DNA during apoptosis in proliferating and non-proliferating cells while excluding necrotic DNA.

### Laser capture microdissection

Mice were sacrificed, eyes enucleated, embedded in tissue freezing medium (Leica Microsystems Nussloch, Germany) and frozen in 2-methylbutane bath cooled by liquid nitrogen. Retinal sections (20 µM) were fixed (5 min. acetone), air-dried (5 min.) and dehydrated (30 sec 100% ethanol, 5 min. xylene). Microdissection was performed using an Arcturus XT Lasercapture device (Molecular devices, Silicon Valley, CA).

### Gene Expression Studies

RNA was isolated by pooling 2 retinas from 1 animal using the miRNeasy Mini Kit from Qiagen. 1 µg of RNA was employed for cDNA synthesis using Super Script Reverse Transcriptase II (Invitrogen) and random hexamer primers (Promega, Madison, USA). Real-time PCR analysis (Power SYBR Green Master Mix, Applied Biosystems, Carlsbad, California, USA) was performed either by using the LightCycler 480 Sybr Green I Master Kit and a LightCycler 480 instrument (Roche, Mannheim, Germany) or by Power SYBR Green Master Mix using the StepOnePlus sequence detector (Applied Biosystems, Carlsbad, California, USA). Relative expression levels were calculated with the ΔΔCt method and normalized to the expression of β-actin or 18S ribosomal RNA (18SrRNA) with primers indicated in Table S3.

### Cell culture and adenoviral infection

ARPE-19 cells were seeded at 2×10E5 cells per well of a 12 well plate in 50% F-12/50% DMEM medium supplemented with 1% Penicillin/Streptomycin. 24 h afterward, cells were infected with adenoviral constructs encoding GFP and PGC-1α, respectively.

### Apoptosis induction and cell death detection

48 h after adenoviral infection, cells were treated with Z-VAD-FMK (Peptanova, Sandhausen, Germany) for 60 min to prevent cell detachment. Apoptosis inducers Camptothecin or Actinomycin D (final concentration: 20 µM) were added. 24 h later, cells were fixed with 4% paraformaldehyde in PBS, washed with PBS and stained with anti-cytochrome *c* (BD biosciences). Released cytochrome *c* was quantified using fluorescence microscopy.

### ERG measurements

Electroretinograms (ERGs) were recorded according to previously described procedures [40]. Mice that were light exposed as described above were analyzed 10 days after light damage. Non-exposed mice served as controls. All mice were dark- adapted overnight prior to ERG analysis. Mice were then anaesthetized with ketamine (66.7 mg/kg body weight) and xylazine (11.7 mg/kg body weight). Pupils were dilated and single flash ERG responses were obtained under dark-adapted (scotopic) and light-adapted (photopic) conditions. Light adaptation was accomplished with a background illumination of 30 candela (cd) per square meter starting 10 min before recording. Single white-flash stimulus intensity ranged from −4 to 1.5 log cd·s/m2 under scotopic and from −2 to 1.5 log cd·s/m2 under photopic conditions.

### Spectral domain optical coherence tomography (SD-OCT)

Eyes were subjected to SD-OCT using the commercially available Spectralis™ HRA+OCT device from Heidelberg Engineering featuring a broadband superluminescent diode at λ = 870 nm as low coherent light source [41].

### Gene expression profiling

RNA was isolated as described above (Gene expression studies) and 4.25 ug of cDNA from the mouse retinae was hybridized to the Affymetrix Gene Chip Mouse 1.0 ST at the in-house microarray facility service. Microarray CEL output files were analyzed at the Functional Genomics Center Zurich, Winterthurerstrasse 190, CH-8057 Zurich. Statistical significance was calculated using the ANOVA test, Benjamin Hochberg corrected with the PARTEK and Bioconductor software suites. Thresholds for changes in gene expression set at 1.2 (0.2× upregulated) or 0.87 (0.2× downregulated). p≤0.05 = *, p≤0.01 = **, p≤0.001 = ***.

## Supporting Information

Figure S1 **Gene expression analysis of WT and PGC-1α KO mice in light and dark.** (**a**) Microarray analysis of light and dark exposed PGC-1α KO and C57BL/6j WT control mice; Gene expression changes in the four comparisons: 18sRNA was used as HKG. +SEM for n = 3; * = p<0.05; ** = p<0.01; *** = p<0.001. Statistical significance was calculated using two tailed Student's T test (**b**) phototransduction genes, (**c**) pro and anti-apoptotic genes, (**d**) inflammatory genes and (**e**) PGC-1α and PGC-1β gene expression.
(PDF) Click here for additional data file.

Table S1 **Microarray analysis of light and dark exposed PGC-1α KO and C57BL/6j WT control mice: top genes and pathways.** (**a**) Top 10 genes most highly up-/downregulated in their mRNA expression of PGC-1α KO and C57BL/6j WT mice, dark vs light exposed. (**b**) Top 10 pathways up-/downregulated in their mRNA expression of PGC-1α KO and C57BL/6j WT mice, dark vs light exposed. n = 3; * = p<0.05; ** = p<0.01; *** = p<0.001. Statistical significance was calculated using ANOVA test, Benjamin Hochberg corrected. Thresholds for changes in gene expression set at 1.2 (0.2× upregulated) or 0.87 (0.2× downregulated).
(PDF) Click here for additional data file.

Table S2 **Microarray analysis of light and dark exposed PGC-1α KO and C57BL/6j WT control mice.** Significant changes in genes involved in apoptosis, DNA repair, inflammation and phototransduction. green = upregulated; red = downregulated (**a**) pro and anti-apoptotic, DNA repair genes (**b**) phototransduction and protein folding genes (**c**) ECM breakdown and inflammatory genes.
(PDF) Click here for additional data file.

Table S3 **List of primers for semi-quantitative real time PCR analysis.**
(PDF) Click here for additional data file.

# Supplementary material for: PGC-1α Determines Light Damage Susceptibility of the Murine Retina
**Source:** PLoS One. 2012 Feb 13;7(2):e31272. doi: 10.1371/journal.pone.0031272
**Supplement:** Figure S1 — Gene expression analysis of WT and PGC-1α KO mice in light and dark. (a) Microarray analysis of light and dark exposed PGC-1α KO and C57BL/6j WT control mice; Gene expression changes in the four comparisons: 18sRNA was used as HKG. +SEM for n = 3; * = p<0.05; ** = p<0.01; *** = p<0.001. Statistical significance was calculated using two tailed Student's T test (b) phototransduction genes, (c) pro and anti-apoptotic genes, (d) inflammatory genes and (e) PGC-1α and PGC-1β gene expression.

Fig. S1

A Phototransduction

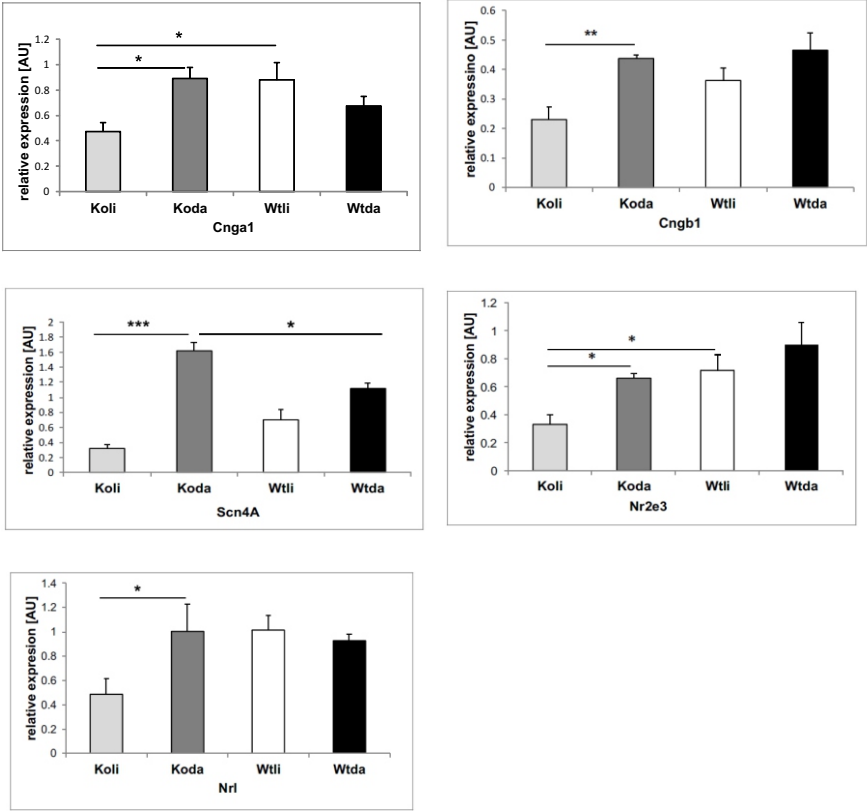

B Pro apoptotic

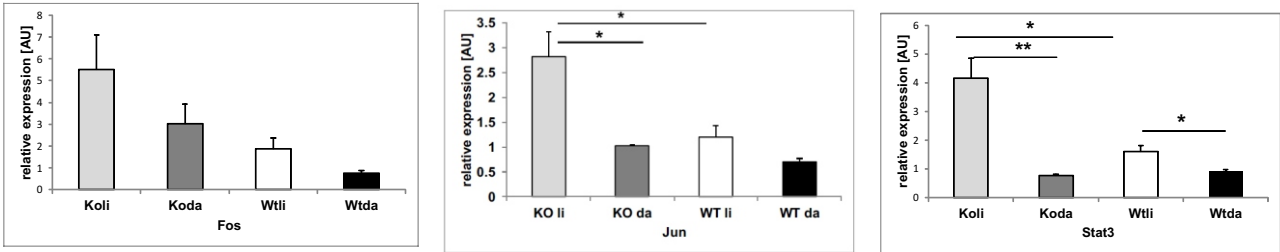

C Anti apoptotic

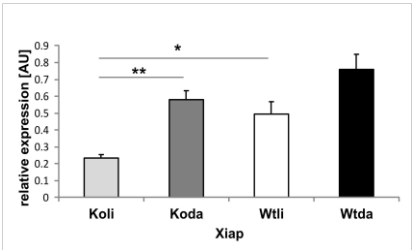

D PGC-1α and PGC-1β

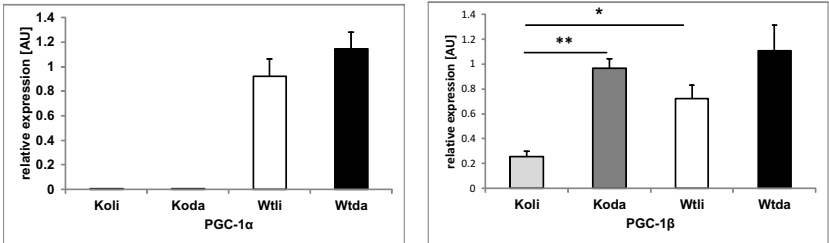

E

| number of genes changed: light vs dark |      |      |
|----------------------------------------|------|------|
|                                        | KO   | WT   |
| ↑                                      | 1410 | 1002 |
| ↓                                      | 1504 | 761  |

  

| number of genes changed: KO vs WT |       |      |
|-----------------------------------|-------|------|
|                                   | light | dark |
| ↑                                 | 897   | 167  |
| ↓                                 | 877   | 335  |

# Supplementary material for: PGC-1α Determines Light Damage Susceptibility of the Murine Retina
**Source:** PLoS One. 2012 Feb 13;7(2):e31272. doi: 10.1371/journal.pone.0031272
**Supplement:** Table S1 — Microarray analysis of light and dark exposed PGC-1α KO and C57BL/6j WT control mice: top genes and pathways. (a) Top 10 genes most highly up-/downregulated in their mRNA expression of PGC-1α KO and C57BL/6j WT mice, dark vs light exposed. (b) Top 10 pathways up-/downregulated in their mRNA expression of PGC-1α KO and C57BL/6j WT mice, dark vs light exposed. n = 3; * = p<0.05; ** = p<0.01; *** = p<0.001. Statistical significance was calculated using ANOVA test, Benjamin Hochberg corrected. Thresholds for changes in gene expression set at 1.2 (0.2× upregulated) or 0.87 (0.2× downregulated).

Table S1

A

| KO li vs KO da down |              |          |          |
|---------------------|--------------|----------|----------|
| gene ID             | gene name    | pval     | ratio    |
| ENSMUSG00000086503  | AL669964.8   | 2.06E-08 | 0.005687 |
| ENSMUSG00000006154  | Eps8l1       | 0.000298 | 0.310375 |
| ENSMUSG000000031966 | Glb1l3       | 0.042325 | 0.345601 |
| ENSMUSG000000019232 | Agxt2l1      | 0.01089  | 0.395672 |
| ENSMUSG000000065619 | mmu-mir-183  | 0.00074  | 0.411426 |
| ENSMUSG000000022899 | Slc15a2      | 0.042768 | 0.434437 |
| ENSMUSG000000060890 | Arr3         | 0.001724 | 0.447277 |
| ENSMUSG000000063590 | Gm5631       | 0.011673 | 0.453493 |
| ENSMUSG000000001027 | Scn4a        | 0.001642 | 0.453723 |
| ENSMUSG000000074930 | RP23-224B9.1 | 0.003755 | 0.454678 |

| KO li vs KO da up   |           |          |          |
|---------------------|-----------|----------|----------|
| gene ID             | gene name | pval     | ratio    |
| ENSMUSG000000069049 | Eif2s3y   | 2.35E-07 | 54.80594 |
| ENSMUSG000000068457 | Uty       | 2.81E-07 | 35.7843  |
| ENSMUSG000000069045 | Ddx3y     | 2.86E-06 | 13.24099 |
| ENSMUSG000000056673 | Kdm5d     | 2.16E-07 | 9.542695 |
| ENSMUSG000000021091 | Serpina3n | 6.66E-06 | 7.656752 |
| ENSMUSG000000015312 | Gadd45b   | 0.001278 | 7.013121 |
| ENSMUSG00000000982  | Ccl3      | 0.002205 | 6.726247 |
| ENSMUSG000000028270 | Gbp2      | 2.86E-05 | 6.570339 |
| ENSMUSG000000041782 | Lad1      | 0.000118 | 5.721613 |
| ENSMUSG000000030111 | A2m       | 0.001193 | 5.592195 |

| KO da vs WT da down |            |             |          |
|---------------------|------------|-------------|----------|
| gene ID             | gene name  | p val       | ratio    |
| ENSMUSG000000042210 | Abhd14a    | 2.07807E-05 | 0.193843 |
| ENSMUSG000000075751 | SNORD115   | 0.00054873  | 0.249685 |
| ENSMUSG000000048758 | Rpl29      | 0.001339296 | 0.252956 |
| ENSMUSG000000044573 | Acp1       | 0.000374379 | 0.271788 |
| ENSMUSG000000034248 | Slc25a37   | 0.000491269 | 0.389097 |
| ENSMUSG000000074407 | AC124577.1 | 0.006878776 | 0.42765  |
| ENSMUSG000000087178 | AC102121.3 | 0.00136835  | 0.429943 |
| ENSMUSG000000015656 | Hspa8      | 0.000325941 | 0.459108 |
| ENSMUSG000000067536 | Dnahc7b    | 0.001128195 | 0.470358 |
| ENSMUSG000000066705 | Fxyd6      | 0.000461585 | 0.478773 |

| KO da vs WT da up    |            |             |          |
|----------------------|------------|-------------|----------|
| gene ID              | gene name  | p val       | ratio    |
| ENSMUSG000000060177  | Klk1b22    | 0.019040589 | 14.68375 |
| ENSMUSG000000035296  | Sgcg       | 4.08404E-05 | 6.800434 |
| ENSMUSG000000067299  | Crygd      | 0.03520007  | 4.578564 |
| ENSMUSG000000038418  | Egr1       | 0.000184156 | 3.668763 |
| ENSMUSG000000075830  | SNORD115   | 0.000895339 | 3.691132 |
| ENSMUSG000000075786  | SNORD115   | 0.000175157 | 3.160565 |
| ENSMUSG0000000042073 | Abhd14b    | 0.000261255 | 3.072122 |
| ENSMUSG000000039217  | Il18       | 0.001231077 | 2.637179 |
| ENSMUSG000000056199  | AC130827.2 | 0.002466451 | 2.45678  |
| ENSMUSG000000052143  | AC156940.1 | 1.64301E-05 | 2.58859  |

| WT li vs WT da down  |               |          |          |
|----------------------|---------------|----------|----------|
| gene ID              | gene name     | pval     | ratio    |
| ENSMUSG000000086503  | AL669964.8    | 3.37E-07 | 0.005715 |
| ENSMUSG000000048758  | Rpl29         | 0.000464 | 0.167101 |
| ENSMUSG000000042210  | Abhd14a       | 6.49E-07 | 0.208578 |
| ENSMUSG000000044573  | Acp1          | 9.95E-05 | 0.218836 |
| ENSMUSG000000006154  | Eps8l1        | 0.00327  | 0.318603 |
| ENSMUSG000000034248  | Slc25a37      | 0.000923 | 0.413001 |
| ENSMUSG000000076867  | A630098A13Rik | 0.005688 | 0.439523 |
| ENSMUSG0000000025794 | Rpl14         | 0.020493 | 0.464948 |
| ENSMUSG000000005994  | Tyrp1         | 0.006139 | 0.487175 |
| ENSMUSG000000022129  | Dct           | 0.034269 | 0.490081 |

| WT li vs WT da up    |           |             |            |
|----------------------|-----------|-------------|------------|
| gene ID              | gene name | p val       | ratio      |
| ENSMUSG000000069049  | Eif2s3y   | 1.00932E-07 | 60.1737237 |
| ENSMUSG000000068457  | Uty       | 1.6419E-07  | 37.7591677 |
| ENSMUSG000000069045  | Ddx3y     | 1.24415E-05 | 14.3821267 |
| ENSMUSG000000056673  | Kdm5d     | 3.44951E-06 | 8.32423296 |
| ENSMUSG000000035296  | Sgcg      | 3.30188E-05 | 7.00414513 |
| ENSMUSG000000042073  | Abhd14b   | 1.02711E-05 | 3.23125544 |
| ENSMUSG000000020932  | Gfap      | 0.01813095  | 2.4320601  |
| ENSMUSG0000000038418 | Egr1      | 0.006573966 | 2.38133213 |
| ENSMUSG000000034855  | Cxcl10    | 0.000221406 | 2.3193745  |
| ENSMUSG000000071984  | Fndc1     | 0.008513625 | 2.19287216 |

| KO li vs WT li down |               |          |          |
|---------------------|---------------|----------|----------|
| gene ID             | gene name     | pval     | ratio    |
| ENSMUSG000000031966 | Glb1l3        | 0.011341 | 0.200791 |
| ENSMUSG000000071984 | Fndc1         | 0.017437 | 0.420968 |
| ENSMUSG000000074407 | AC124577.1    | 0.013583 | 0.42309  |
| ENSMUSG000000072844 | G530011O06Rik | 0.005516 | 0.457092 |
| ENSMUSG000000025450 | AC163689.1    | 0.001251 | 0.477825 |
| ENSMUSG000000015656 | Hspa8         | 0.003025 | 0.480434 |
| ENSMUSG000000035296 | Sgcg          | 0.008462 | 0.483232 |
| ENSMUSG000000005233 | Spc25         | 0.034111 | 0.511731 |
| ENSMUSG000000037112 | Sik2          | 0.002234 | 0.514723 |
| ENSMUSG000000027360 | Hdc           | 0.002264 | 0.538682 |

| KO li vs WT li up    |           |            |           |
|----------------------|-----------|------------|-----------|
| gene ID              | gene name | p val      | ratio     |
| ENSMUSG000000060177  | Klk1b22   | 0.01315403 | 14.15191  |
| ENSMUSG000000029816  | GpnmB     | 0.00063578 | 5.6861176 |
| ENSMUSG000000030111  | A2m       | 0.00503549 | 4.1088189 |
| ENSMUSG00000000982   | Ccl3      | 0.01009673 | 3.8950643 |
| ENSMUSG000000015312  | Gadd45b   | 0.00889059 | 3.8511659 |
| ENSMUSG000000026822  | Lcn2      | 0.00337735 | 3.8338973 |
| ENSMUSG0000000021091 | Serpina3n | 0.0162945  | 3.6072455 |
| ENSMUSG000000023078  | Cxcl13    | 0.01890613 | 3.2662722 |
| ENSMUSG000000041782  | Lad1      | 0.00512352 | 3.0965626 |
| ENSMUSG000000005087  | Cd44      | 0.01043177 | 2.9783082 |

B

| KO li vs KO da down                                                                                       |          |
|-----------------------------------------------------------------------------------------------------------|----------|
| pathway name                                                                                              | pValue   |
| Neurophysiological process_Visual perception                                                              | 2.59E-08 |
| Protein folding_Membrane trafficking and signal transduction of G-alpha (i) heterotrimeric G-protein      | 5.13E-08 |
| Cardiac Hypertrophy_NF-AT signaling in Cardiac Hypertrophy                                                | 5.92E-08 |
| Neurophysiological process_ACM regulation of nerve impulse                                                | 4.98E-07 |
| Development_Role of HDAC and calcium/calmodulin-dependent kinase (CaMK) in control of skeletal myogenesis | 5.27E-07 |
| Immune response_Function of MEF2 in T lymphocytes                                                         | 1.54E-06 |
| Cell adhesion_ECM remodeling                                                                              | 2.58E-06 |
| Neurophysiological process_ACM1 and ACM2 in neuronal membrane polarization                                | 3.9E-06  |
| Muscle contraction_GPCRs in the regulation of smooth muscle tone                                          | 1.29E-05 |
| Signal transduction_cAMP signaling                                                                        | 1.45E-05 |

| KO li vs KO da up                                                       |          |
|-------------------------------------------------------------------------|----------|
| pathway name                                                            | pValue   |
| Apoptosis and survival_Endoplasmic reticulum stress response pathway    | 1.05E-14 |
| Cytoskeleton remodeling_Cytoskeleton remodeling                         | 5.92E-13 |
| Immune response_Oncostatin M signaling via MAPK in human cells          | 9.01E-13 |
| Immune response_Oncostatin M signaling via MAPK in mouse cells          | 2.39E-11 |
| Cytoskeleton remodeling_TGF_WNT and cytoskeletal remodeling             | 6.61E-11 |
| Cell adhesion_Chemokines and adhesion                                   | 1.43E-10 |
| G-protein signaling_G-Protein alpha-12 signaling pathway                | 9.51E-10 |
| Immune response_ETV3 affect on CSF1-promoted macrophage differentiation | 1.39E-09 |
| Apoptosis and survival_BAD phosphorylation                              | 2.37E-09 |
| G-protein signaling_Ras family GTPases in kinase cascades (scheme)      | 3.57E-09 |

| KO dark vs WT dark down                                                   |          |
|---------------------------------------------------------------------------|----------|
| pathway name                                                              | pValue   |
| Oxidative phosphorylation                                                 | 5.02E-16 |
| Ubiquinone metabolism                                                     | 4.8E-09  |
| TCA                                                                       | 2.06E-05 |
| Transcription_Transcription regulation of aminoacid metabolism            | 0.000839 |
| Transcription_Role of VDR in regulation of genes involved in osteoporosis | 0.002058 |
| Aminoacyl-tRNA biosynthesis in cytoplasm                                  | 0.002839 |
| Aminoacyl-tRNA biosynthesis in cytoplasm/ Rodent version                  | 0.003044 |
| Leucine, isoleucine and valine metabolism                                 | 0.005915 |
| Cytoskeleton remodeling_Neurofilaments                                    | 0.006587 |
| Unsaturated fatty acid biosynthesis                                       | 0.011499 |

| KO dark vs WT dark up                                         |          |
|---------------------------------------------------------------|----------|
| pathway name                                                  | pValue   |
| Cytoskeleton remodeling_TGF_WNT and cytoskeletal remodeling   | 3.09E-07 |
| Transcription_Androgen Receptor nuclear signaling             | 9.85E-07 |
| Immune response_MIF - the neuroendocrine-macrophage connector | 1.25E-06 |
| Development_GM-CSF signaling                                  | 2.11E-05 |
| Development_WNT signaling pathway, Part 2                     | 3.6E-05  |
| Development_Ligand-independent activation of ESR1 and ESR2    | 4.54E-05 |
| Cytoskeleton remodeling_Cytoskeleton remodeling               | 4.58E-05 |
| PGE2 pathways in cancer                                       | 5.03E-05 |
| Development_TGF-beta-dependent induction of EMT via SMADs     | 5.2E-05  |
| Development_Endothelin-1/EDNRA transactivation of EGFR        | 6.58E-05 |

| WT li vs WT da down                                                                                       |          |
|-----------------------------------------------------------------------------------------------------------|----------|
| pathway name                                                                                              | pValue   |
| Neurophysiological process_ACM regulation of nerve impulse                                                | 1.63E-06 |
| Immune response_Function of MEF2 in T lymphocytes                                                         | 2.67E-05 |
| Transcription_Transcription regulation of aminoacid metabolism                                            | 4.49E-05 |
| Development_Notch Signaling Pathway                                                                       | 4.63E-05 |
| Development_Role of HDAC and calcium/calmodulin-dependent kinase (CaMK) in control of skeletal myogenesis | 5.38E-05 |
| Cardiac Hypertrophy_NF-AT signaling in Cardiac Hypertrophy                                                | 0.00027  |
| Transcription_Ligand-Dependent Transcription of Retinoid-Target genes                                     | 0.000301 |
| Development_Hedgehog signaling                                                                            | 0.000473 |
| Transcription_Sin3 and NuRD in transcription regulation                                                   | 0.000746 |
| Protein folding_Membrane trafficking and signal transduction of G-alpha (i) heterotrimeric G-protein      | 0.000794 |

| WT li vs WT da up                                                      |          |
|------------------------------------------------------------------------|----------|
| pathway name                                                           | pValue   |
| Transcription_P53 signaling pathway                                    | 7.82E-08 |
| Oxidative phosphorylation                                              | 3.73E-06 |
| Development_PDGF signaling via STATs and NF-kB                         | 1.59E-05 |
| Development_Role of IL-8 in angiogenesis                               | 2.31E-05 |
| Immune response_Oncostatin M signaling via JAK-Stat in mouse cells     | 2.66E-05 |
| Development_TGF-beta-dependent induction of EMT via RhoA, PI3K and ILK | 2.91E-05 |
| Development_Angiotensin - Tie2 signaling                               | 4.05E-05 |
| Immune response_Oncostatin M signaling via MAPK in mouse cells         | 4.05E-05 |
| Development_Slit-Robo signaling                                        | 5.15E-05 |
| Cytoskeleton remodeling_Neurofilaments                                 | 6.17E-05 |

| KO li vs WT li down                                                                                  |          |
|------------------------------------------------------------------------------------------------------|----------|
| pathway name                                                                                         | pValue   |
| Neurophysiological process_Visual perception                                                         | 1.48E-09 |
| Oxidative phosphorylation                                                                            | 1.21E-05 |
| Cell cycle_The metaphase checkpoint                                                                  | 0.000282 |
| Cell cycle_Chromosome condensation in prometaphase                                                   | 0.000389 |
| DNA damage_ATM / ATR regulation of G2 / M checkpoint                                                 | 0.00134  |
| Cardiac Hypertrophy_Ca(2+)-dependent NF-AT signaling in Cardiac Hypertrophy                          | 0.001668 |
| Protein folding_Membrane trafficking and signal transduction of G-alpha (i) heterotrimeric G-protein | 0.001822 |
| Apoptosis and survival_Granzyme A signaling                                                          | 0.002926 |
| Atherosclerosis_Role of ZNF202 in regulation of expression of genes involved in Atherosclerosis      | 0.00294  |
| Ubiquinone metabolism                                                                                | 0.003117 |

| KO li vs WT li up                                                         |          |
|---------------------------------------------------------------------------|----------|
| pathway name                                                              | pValue   |
| Cell adhesion_Chemokines and adhesion                                     | 7.3E-16  |
| Cytoskeleton remodeling_TGF_WNT and cytoskeletal remodeling               | 1.23E-12 |
| Cytoskeleton remodeling_Cytoskeleton remodeling                           | 1.94E-12 |
| Reproduction_GnRH signaling                                               | 3.91E-10 |
| Neurophysiological process_Receptor-mediated axon growth repulsion        | 5.66E-10 |
| Signal transduction_Calcium signaling                                     | 5.66E-10 |
| Development_Regulation of epithelial-to-mesenchymal transition (EMT)      | 4.52E-09 |
| Cell adhesion_Role of tetraspanins in the integrin-mediated cell adhesion | 6.05E-09 |
| Development_Slit-Robo signaling                                           | 1.13E-08 |
| Cytoskeleton remodeling_Regulation of actin cytoskeleton by Rho GTPases   | 1.57E-08 |

# Supplementary material for: PGC-1α Determines Light Damage Susceptibility of the Murine Retina
**Source:** PLoS One. 2012 Feb 13;7(2):e31272. doi: 10.1371/journal.pone.0031272
**Supplement:** Table S2 — Microarray analysis of light and dark exposed PGC-1α KO and C57BL/6j WT control mice. Significant changes in genes involved in apoptosis, DNA repair, inflammation and phototransduction. green = upregulated; red = downregulated (a) pro and anti-apoptotic, DNA repair genes (b) phototransduction and protein folding genes (c) ECM breakdown and inflammatory genes.

Table S2

A

Table S2

B

| <i>Koda vs Wtda</i> | <i>Koli vs Wtli</i> | <i>Koli vs KO da</i> | <i>Wtli vs Wtda</i> | <i>role</i>         |
|---------------------|---------------------|----------------------|---------------------|---------------------|
| <i>comparison1</i>  | <i>comparison2</i>  | <i>comparison3</i>   | <i>comparison4</i>  |                     |
|                     | HSP90ab1            | HSP90ab1             | HSP90ab1            | protein folding     |
|                     |                     | DERL-1               |                     | protein folding     |
|                     |                     | eIF2AK3              | eIF2AK3             | protein folding     |
|                     |                     |                      | CEBPZ               | protein folding     |
|                     |                     |                      | UBC7                | protein folding     |
|                     |                     | UBE3C                | UBE3C               | protein folding     |
|                     | LMNB1               |                      | LMNB1               | structure; scaffold |
| AIPL1               |                     | AIPL1                |                     | phototransduction   |
|                     | ARR3                | ARR3                 | ARR3                | phototransduction   |
| CABP1               | CABP1               | CABP1                | CABP1               | phototransduction   |
|                     | CNGA1               | CNGA1                |                     | phototransduction   |
| CNGB1               | CNGB1               | CNGB1                |                     | phototransduction   |
|                     | GJC2                |                      |                     | phototransduction   |
|                     |                     | CRX                  |                     | phototransduction   |
|                     | GRK1                |                      | GRK1                | phototransduction   |
|                     | GUCY2D              |                      | GUCY2D              | phototransduction   |
|                     | GUCY2F              |                      | GUCY2F              | phototransduction   |
|                     | NR2E3               |                      |                     | phototransduction   |
|                     | NRL                 | NRL                  |                     | phototransduction   |
|                     | OPN1MW              | OPN1MW               | OPN1MW              | phototransduction   |
|                     | PDE6A               |                      | PDE6A               | phototransduction   |
|                     | PDE6B               | PDE6B                |                     | phototransduction   |
|                     |                     | PDE6D                |                     | phototransduction   |
|                     | PDE6G               | PDE6G                |                     | phototransduction   |
| PDE6H               | PDE6H               | PDE6H                | PDE6H               | phototransduction   |
|                     | RBP3                | RBP3                 |                     | phototransduction   |
|                     | RGS9BP              |                      | RGS9BP              | phototransduction   |
| RDH14               |                     |                      |                     | phototransduction   |
|                     | RCVRN               | RCVRN                |                     | phototransduction   |
|                     | GUCA1A              | GUCA1A               | GUCA1A              | phototransduction   |
|                     | RGS9                | RGS9                 |                     | phototransduction   |
|                     | RHOD                | RHOD                 |                     | phototransduction   |
|                     |                     |                      | RLBP1               | phototransduction   |
| RPGRIP1             | RPGRIP1             | RPGRIP1              | RPGRIP1             | phototransduction   |
|                     | SLC24A1             | SLC24A1              | SLC24A1             | phototransduction   |
|                     |                     |                      | Slc24A2             | phototransduction   |

Table S2

C

| <i>Koda vs Wtda<br/>comparison1</i> | <i>Koli vs Wtli<br/>comparison2</i> | <i>Koli vs KO da<br/>comparison3</i> | <i>Wtli vs Wtda<br/>comparison4</i> | <i>role</i>   |
|-------------------------------------|-------------------------------------|--------------------------------------|-------------------------------------|---------------|
|                                     |                                     |                                      |                                     |               |
|                                     | MMP14                               | MMP14                                |                                     | ECM breakdown |
|                                     |                                     | MMP9                                 |                                     | ECM breakdown |
|                                     |                                     | MIF                                  |                                     | inflammatory  |
|                                     |                                     | PLG (Angiostatin)                    |                                     | inflammatory  |
|                                     | CDC25C                              |                                      | CDC25C                              | inflammatory  |
|                                     |                                     | CREB3                                | CREB3                               | inflammatory  |
|                                     | MAP3K1                              | MAP3K1                               | MAP3K1                              | inflammatory  |
|                                     | IL-1a                               | IL-1a                                |                                     | inflammatory  |
|                                     |                                     |                                      | IRAK1                               | inflammatory  |
|                                     | IRAK2                               |                                      | IRAK2                               | inflammatory  |
|                                     | ITGBI                               | ITGBI                                |                                     | inflammatory  |
|                                     | VEGF-A                              |                                      |                                     | inflammatory  |
|                                     | A2M                                 | A2M                                  |                                     | inflammatory  |
|                                     |                                     |                                      | CCL2                                | inflammatory  |
|                                     |                                     | CREB3                                | CREB3                               | inflammatory  |
|                                     |                                     | MYD88                                |                                     | inflammatory  |
|                                     |                                     | NFkb                                 | NFkb                                | inflammatory  |
|                                     | OSMR                                | OSMR                                 | OSMR                                | inflammatory  |
|                                     | MAPK14                              | MAPK14                               |                                     | inflammatory  |
|                                     | DUSP16                              | DUSP16                               | DUSP16                              | inflammatory  |
|                                     |                                     | MTA2                                 | MTA2                                | inflammatory  |
|                                     | OSM                                 |                                      | OSM                                 | inflammatory  |
|                                     | RelA                                | RelA                                 | RelA                                | inflammatory  |
|                                     | SENP2                               |                                      | SENP2                               | inflammatory  |
|                                     | SMAD3                               | SMAD3                                | SMAD3                               | inflammatory  |
|                                     |                                     |                                      | STAT4                               | inflammatory  |
|                                     | XBPI                                | XBPI                                 | XBPI                                | inflammatory  |
|                                     |                                     |                                      | TLR2                                | inflammatory  |
|                                     | VCAM1                               | VCAM1                                | VCAM1                               | inflammatory  |
|                                     | OSMR                                | OSMR                                 | OSMR                                | inflammatory  |
| MFN2                                | MFN2                                | MFN2                                 | MFN2                                | mitochondria  |

# Supplementary material for: PGC-1α Determines Light Damage Susceptibility of the Murine Retina
**Source:** PLoS One. 2012 Feb 13;7(2):e31272. doi: 10.1371/journal.pone.0031272
**Supplement:** Table S3 — List of primers for semi-quantitative real time PCR analysis.

Table S3

| Primer name             | Sequence 5' => 3'            |
|-------------------------|------------------------------|
| PGC-1 $\alpha$ _ex3-5-F | AGCCGTGACCACTGACAACGAG       |
| PGC-1 $\alpha$ _ex3-5-R | GCTGCATGGTTCTGAGTGCT AAG     |
| PGC-1 $\beta$ -F        | GGCAGGTTCAACCCCGA            |
| PGC-1 $\beta$ -R        | CTTGCTAACATCACAGAGGA TATCTTG |
| Gnat1-F                 | GAGGATGCTGAGAAGGATGC         |
| Gnat1-R                 | TGAATGTTGAGCGTGGTCAT         |
| $\beta$ - Actin-F       | CAACGGCTCCGGCATGTGC          |
| $\beta$ -Actin-R        | CTCTTGCTCTGGGCCTCG           |
| 18S rRNA-F              | AGTCCCTGCCCTTTGTACAC A       |
| 18S rRNA-R              | CGATCCGAGGGCCTCACTA          |
| Bcl2-F                  | ACCGGGAGATCGTGATGAAG         |
| Bcl2-R                  | ATCTCCAGCATCCCACTCGT A       |
| Fas-F                   | GCTGGCTCACAGTTAAGAGTTC ATAC  |
| Fas-R                   | ACCCGCCTCCTCAGCTTT           |
| Stat3-F                 | TGCGGAGAAGCATTGTGAGT G       |
| Stat3-R                 | TTTTCCAGACGTGTCCAGGCAGATG    |
| Opn1mw-F                | TGTACATGGTCAACAATCGG A       |
| Opn1mw-R                | ACACCATCTCCAGAATGCAA G       |
| Cycs-F                  | GGCGTGTCTTGGACTTAGA          |
| Cycs-R                  | TGCCTTTCTCAACATCACCC         |
| Cox5b-F                 | GCTCCATGGCATCTGGA            |
| Cox5b-R                 | ATGGGTCCAGTCCCTTCTTT         |
| Rho-F                   | CTTCACCTGGATCATGGCGT T       |
| Rho-R                   | TTCGTTGTTGACCTCAGGCTTG       |
| Mcp-1-F                 | GGCTCAGCCAGATGCAGTTA         |
| Mcp-1-R                 | CTGCTGCTGGTGATCCTCTT         |
| Il-1 $\beta$ -F         | GCAGGCAGTATCACTCATTG         |

How the deposited data were processed for this re-analysis (not part of the article)

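RNA of the 2 pooled retinae of a mouse was hybridized to an Affymetrix GeneChip Mouse Gene 1.0 ST array, with 1 array per mouse. The series holds 13 arrays: 3 of KO mice kept in the dark, 4 of WT mice kept in the dark, 3 of KO mice after light and 3 of WT mice after light. By the labels the dark mice were female except WT dark replicate 4, which was male, and the light-exposed mice were male, so that sex and light change together in the 12 arrays compared. The labels name Trizol for the extraction of RNA, and the methods of the paper name another kit and male mice.

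The deposited values are probe set intensities on a linear scale, which the authors had brought to a common level between arrays. The methods say that the CEL files were analysed with Partek and Bioconductor at the Functional Genomics Center Zurich, and the submitters' processing notes name Partek. Neither gives a version. The method of summarization, the method of normalization between arrays, the genome build and any filter are not given in the sources used here. The scale was read from the values, which are all positive and far above the range of log2 intensities. The CEL files were not used here. For arrays the counterpart of depth is signal over background, and no background value per probe set was used here, so a dim probe set was kept like a bright one. The precision of a comparison comes from the 3 arrays per group.

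Values were taken to log2. Of the 34760 probe sets 21640 carry 1 gene symbol in the table of probe genes, 1321 carry several and 11799 none. Probe sets with exactly 1 symbol were averaged per gene on the log2 scale, which gave 19937 genes, 954 of them with more than 1 probe set. Of the probe sets with 1 symbol 21553 have a gene ID in the RefSeq table of the mouse assembly GRCm38.p6, which was used for names, for chromosomes and for which genes are neighbours, and no coordinate is given. Genes whose probe sets all carry several symbols were not analysed here, nor were Scn4a and Nr2e3, for which that table has no symbol.

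One linear model with the 4 groups was fitted to 12 arrays with limma 3.58.1 in R 4.3.3, without covariates and with empirical Bayes moderation of the variances (8 residual degrees of freedom before moderation). WT dark replicate 4 was left out of it, since the paper states 3 arrays per group and the ratios of Y-linked genes in its Table S1A leave no male in its WT dark group. The contrasts were KO dark vs WT dark, KO light vs WT light, KO light vs KO dark, WT light vs WT dark, and the interaction of genotype and light, which is the light response of KO mice minus that of WT mice. P-values were adjusted after Benjamini and Hochberg over all genes of a contrast. A gene was called at an adjusted p under 0.05 and a ratio of at least 1.2 or at most 0.87, the thresholds in the legend of Fig. 4, and for the interaction at an adjusted p under 0.05 alone. Counts at an unadjusted p under 0.05 keep the ratio thresholds. "Without moderated variances" stands for the ANOVA that the methods name, fitted as the same 4-group model with the variance of each gene taken as measured, with the same adjustment and thresholds. For "adjusted over the list alone" the limma p-values of a list's members were adjusted among themselves and the ratio thresholds kept.

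Besides single genes, 38 lists of genes were written down before the data were examined, and the 6 roles of the study's Table S2 were added, which the study chose on these same samples. Each was tested with limma's camera at its preset correlation between genes of 0.01, and p-values were adjusted over the 44 lists and roles within a contrast. Names in Table S2 that stand for no single mouse gene were left out. The median log2 difference of a list and the number of its genes with a higher or lower mean are given as the size of its change.

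Genes named in the text follow a rule set before the data were examined. They are every gene that the Results, Fig. 4C and Fig. S1A to D name. They are also, for each comparison, the 10 called genes with the largest rise and the 10 with the largest fall among those whose 3 against 3 arrays do not overlap. Predicted genes, RIKEN clones, microRNAs and small RNAs were left out of these and, for light against dark, Xist and Y-linked genes, which are reported apart. In each list up to 4 called members with the largest change are named, and for Table S1A tallies over all its genes are given. Values in the study's tables had been seen when this rule was written, and the text also names members of lists that were not called, or called only with the exchanged arrays, which were chosen after their values were seen.

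The array labelled WT dark replicate 4 resembled KO light replicates 1 and 2, and the array labelled KO light replicate 3 resembled the WT dark arrays. All main values use the labels as given. Values "with the exchanged arrays" come from the same fit with the array labelled WT dark replicate 4 as the third KO light array and the array labelled KO light replicate 3 left out. This alternative was chosen after the data had been seen, and it stands for a hypothesis about the labels.

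Alternatives set before the data were examined were all 13 arrays, all 13 arrays with sex as a covariate, only the 6 arrays of a comparison, the replicate number as a block, quantile normalization, median centring, a variance trend with robust hyperparameters, array weights, the unmoderated ANOVA, an unadjusted p, no ratio threshold, a ratio of at most 0.8 for a fall, leaving out the 25 percent of genes with the lowest mean values, the probe set with the highest mean in place of the average, all probe sets, leaving out genes on X and Y, and leaving out each array in turn. For the lists they were camera with an estimated correlation between genes and the self-contained test fry, besides those of the choices above that were set for lists. "Over all alternatives" gives the lowest and highest adjusted p over every alternative run for that value, the exchanged arrays included.

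Of the lists, the number of contrasts in which a list was called is followed through every alternative, whereas the adjusted p of a list in a single contrast is reported as a tally with its range. This choice keeps the account of the alternatives short and was made when the tables were written. A change of sign between 2 values of which neither was called was counted as no change.

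Other splits of the arrays were fitted in the model of 12 arrays: all 10 splits of the 6 arrays of a comparison into 3 and 3, and 100 permutations of genotype within dark and light arrays for the interaction. This model replaced a fit of the 6 arrays alone after the results of that fit had been seen. The differences at which arrays were said to stand apart (a gap of 0.2 for genotype, 0.5 for a group) were set after the arrays had been explored. Neighbouring genes were counted against 10000 random sets of genes. The region of the knockout allele was taken as 20 Mb on each side of Ppargc1a, or 10 Mb as an alternative.

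The fit was tested on simulated data made from the measured means and spreads of the 19937 genes. Of 100 genes changed by 1 on the log2 scale 100 were called in KO light vs WT light and 100 in KO light vs KO dark, and likewise of 100 changed by 2, with 9 and 10 unchanged genes called. With the oxidative phosphorylation genes shifted by -0.2 in KO dark vs WT dark, camera called that list and 0 others. Correlation between genes was not varied in this check, so it does not show how camera fares with correlated genes. Random numbers were drawn with the seed 20120213. The values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R, and the figure was drawn with matplotlib 3.10.9.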

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

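The tests of the labels of 2 arrays at genes that separate the genotypes, of the order of genes within an array, of sex, of a background of the WT dark mice and of the share of chromosome 9 were chosen only after the result was seen, as were the values with the exchanged arrays, in which the array labelled WT dark replicate 4 stands in place of the array labelled KO light replicate 3, and the gaps of 0.2 and 0.5 that pick genes below.

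The interaction of genotype and light tested the difference itself and singled out 12 genes, for which the log2 response of KO mice less that of WT mice is given. It was more positive in KO mice for Cdkal1 0.76 (SE 0.07, adjusted p = 0.00405, KO 0.01, WT -0.75), Pcolce 1.30 (SE 0.16, adjusted p = 0.0181, KO 0.82, WT -0.48), Anxa3 0.62 (SE 0.09, adjusted p = 0.036, KO 0.46, WT -0.17), Synm 0.65 (SE 0.09, adjusted p = 0.036, KO 0.45, WT -0.21), Odc1 0.80 (SE 0.12, adjusted p = 0.0361, KO 0.42, WT -0.39), Shisa4 0.68 (SE 0.10, adjusted p = 0.0361, KO 0.08, WT -0.61) and Tubg2 0.58 (SE 0.09, adjusted p = 0.0439, KO 0.22, WT -0.37). It was more negative in KO mice for Sowahb -0.70 (SE 0.08, adjusted p = 0.0109, KO -0.23, WT 0.46), Uaca -1.12 (SE 0.13, adjusted p = 0.0109, KO -0.36, WT 0.76), Nt5e -0.76 (SE 0.10, adjusted p = 0.0352, KO -0.30, WT 0.46), Fndc1 -2.03 (SE 0.30, adjusted p = 0.042, KO -0.90, WT 1.13) and Sh3yl1 -1.05 (SE 0.16, adjusted p = 0.042, KO -0.60, WT 0.45). The responses had opposite signs in KO and WT mice for these 12 genes, although Cdkal1 and Shisa4 hardly moved in KO mice.

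With genotype permuted within the dark and within the light arrays, 1 of 100 splits, the real one, called as many as 12 genes. The highest other called 11. With a margin of 1 gene over these draws, chance is not excluded. Leaving out KO dark replicates 1, 2 and 3 gave 1, 1 and 1 genes, WT dark replicates 1, 2 and 3 6, 3 and 1, KO light replicates 1, 2 and 3 10, 22 and 263, and WT light replicates 1, 2 and 3 1, 4 and 5. The exchanged arrays gave 555.

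Of the gene lists, 18 were singled out because camera called them in the interaction, a test of the members of a list against all other genes. The test fry, of a list against no change, had adjusted p = 0.178 to adjusted p = 0.733 for them. Members with a more positive response in KO mice prevailed in aminoacyl-tRNA synthetases (11 of 17, median 0.02, adjusted p = 0.0325), ganglion cell markers (7 of 10, median 0.07, adjusted p = 0.00565), reactive glia and retinal stress (21 of 22, median 0.48, adjusted p = 2.4e-06), microglia and macrophage markers (12 of 19, median 0.06, adjusted p = 0.00565), chemokines and adhesion (16 of 22, median 0.14, adjusted p = 0.00493), interferon response (13 of 17, median 0.21, adjusted p = 0.00904), endoplasmic reticulum stress (18 of 28, median 0.06, adjusted p = 0.0203), TGF-β signaling (16 of 25, median 0.05, adjusted p = 0.00904), actin cytoskeleton remodeling (21 of 33, median 0.05, adjusted p = 0.00866), extracellular matrix (19 of 26, median 0.05, adjusted p = 0.00565), pigment epithelium and melanocyte markers (15 of 18, median 0.20, adjusted p = 0.000851) and vascular endothelium markers (10 of 11, median 0.12, adjusted p = 0.00565). Members with a more negative response prevailed in rod phototransduction (25 of 27, median -0.15, adjusted p = 9.14e-06), bipolar cell markers (10 of 11, median -0.12, adjusted p = 0.00565), amacrine cell markers (11 of 11, median -0.10, adjusted p = 0.00565), circadian clock (14 of 18, median -0.08, adjusted p = 0.0325), Table S2 DNA repair (14 of 19, median -0.12, adjusted p = 0.00565) and Table S2 phototransduction (19 of 26, median -0.13, adjusted p = 0.00565). With an estimated correlation between genes the adjusted p of these 18 was 0.588 to 0.64. On leaving out 1 array in turn, calls were lost in aminoacyl-tRNA synthetases without KO dark replicate 3, WT dark replicates 1 and 3, KO light replicates 1 and 2 and WT light replicate 2 (up to 0.473); amacrine cell markers without KO light replicate 3 (up to 0.112); ganglion cell markers without WT dark replicate 1 (up to 0.079); microglia and macrophage markers without KO light replicate 2 (up to 0.0632); chemokines and adhesion without KO light replicates 1 and 2 (up to 0.217); interferon response without KO light replicates 1 and 2 and WT light replicate 1 (up to 0.593); endoplasmic reticulum stress without KO dark replicate 3, WT dark replicate 1 and KO light replicates 1 and 2 (up to 0.672); TGF-β signaling without KO light replicate 2 (up to 0.0756); actin cytoskeleton remodeling without KO light replicates 1 and 2 (up to 0.128); extracellular matrix without KO light replicate 2 (up to 0.103); circadian clock without KO dark replicate 1, WT dark replicate 2, KO light replicates 1 and 3 and WT light replicates 1 and 3 (up to 0.247); vascular endothelium markers without KO light replicate 2 (up to 0.083); Table S2 phototransduction without KO light replicate 1 (up to 0.302). No call was lost in rod phototransduction, bipolar cell markers, reactive glia and retinal stress, pigment epithelium and melanocyte markers and Table S2 DNA repair. The roles of Table S2 were chosen by the study on these samples.

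Of 17 genes that the paper names, 8 had among the 4 arrays labelled WT dark an array far from the other 3, by Dixon's 95% limit for the gap to the nearest array over the range of all 4, and in all 8 it was WT dark replicate 4. Chance gives about 1 in 20 groups, or 0.85 of 17 genes. The values are the gap over the range, with the log2 intensity of replicate 4 against replicates 1, 2 and 3. Replicate 4 was lower in Nrl 0.917 (9.00 against 9.94, 9.86 and 9.92), Arr3 0.9 (9.63 against 10.75, 10.64 and 10.72), Cngb1 0.973 (9.07 against 9.83, 9.84 and 9.82) and Ppargc1b 0.868 (8.50 against 9.07, 9.14 and 9.05). It was higher in Fos 0.922 (8.12 against 6.22, 6.36 and 6.21), Jun 0.842 (10.04 against 8.78, 8.70 and 8.54), Stat3 0.969 (11.40 against 9.47, 9.50 and 9.53) and Ccl2 0.901 (8.34 against 6.59, 6.71 and 6.76).

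That male array, beyond the 3 arrays per group that the paper describes, had 192 of 19189 autosomal genes 2-fold or more from the mean of the WT dark females. Each WT dark female against the other 2 had 3, 0 and 5. The array labelled KO light replicate 3 had 1.

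By correlation, the array labelled KO light replicate 3 stood nearer to WT dark (0.997) than to KO light replicates 1 and 2 (0.992), and the array labelled WT dark replicate 4 nearer to KO light replicates 1 and 2 (0.997) than to WT dark (0.989). The tables argue against a KO mouse whose retina did not respond to light: of the 15 genes that part the other 5 KO from the other 6 WT arrays by at least 0.2 (without overlap 409 genes, where chance gives 0.433%), KO light replicate 3 lay on the WT side in 15. They argue also against the authors' normalization, since rescaling a whole array keeps the order of its genes. Among 14 genes that stand apart in WT dark, 34 pairs had opposite orders in WT dark and KO light replicates 1 and 2. KO light replicate 3 had 30 of these pairs in the order of WT dark. The correlations were 0.997 and 0.992 before and after quantile normalization. As this step left them unchanged, it cannot decide the question. That the 2 arrays carry each other's label stays open: WT dark replicate 4 lay on the KO side in 13 of the 15, all but Dtd2 and Limd1, and as the third KO light array it left a median absolute log2 difference of 0.023 from 31 ratios of Table S1A, where WT light replicate 3 left 0.462 and KO light replicate 3 0.773. The paper's other measures, from other retinae, show more photoreceptor damage, a lower scotopic b wave and more free nucleosomes in light-exposed KO than WT mice, the direction of both assignments, so they do not settle the labels, and no 2 of the arrays are copies (0 of 78 pairs), Ppargc1a tells the genotype of neither, and a mix-up with further mice was not tested.

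By the labels the dark-adapted mice were female and the light-exposed mice male, so each light response joins light with sex. At the 79 autosomal genes called in WT light vs WT dark, the array labelled WT dark replicate 4, male and dark, showed a median of 46.4% of the light response (quartiles 15% and 81.8%), and the array labelled KO light replicate 3, if it were the dark male, 11.4% (-5.58% and 26%). At the 851 genes called with the exchanged arrays these were 96.1% (46.9% and 145%) and -0.221% (-22.8% and 22.3%). No table argues against sex, since the answer turns on which of the 2 arrays is the dark male WT mouse. Sex and light cannot be told apart for these autosomal genes, as no other array holds a male dark or a female light-exposed mouse.

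At 14 autosomal genes the 3 WT dark females stood apart from all arrays of the 3 other groups by at least 0.5 on the log2 scale, against 1 gene for KO dark and 2 for WT light (chance gives 1.21% of genes without overlap, before any gap). WT dark was higher in Abhd14a 2.27, 5730507C01Rik 1.38, Slc25a37 1.28, 2610528A11Rik 1.02, Cdcp3 0.95, Mns1 0.92, Uggt2 0.79 and Tln2 0.72, and lower in Abhd14b -1.62, Egr1 -1.42, Cdk2ap1 -1.20, Nr4a1 -1.19, Fos -1.05 and Krt18 -0.91, given as log2 differences from the mean of the other arrays. The array labelled KO light replicate 3 lay nearer to the mean of WT dark than to that of the other arrays in 14 of them and the array labelled WT dark replicate 4 in 0. These 2 arrays took no part in the choice of the genes, which was made after their values were seen.

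Genes that separate the WT dark mice lie near each other: 2 pairs of the 14 lie within 1 Mb (Abhd14a and Abhd14b, Krt18 and Nr4a1), and chromosome 9 holds 36 of the 144 genes called between KO dark and WT dark with the 6 dark arrays alone. The tables argue against copies on several probe sets, which 7.14% of the 14 and 4.79% of all genes have, and against the chromosome 9 genes alone as what lowers oxidative phosphorylation and the citrate cycle in KO dark: without them 58 of 69 and 16 of 16 genes were lower (median -0.09 and -0.10, adjusted p = 2.09e-14 and adjusted p = 3.71e-10, with an estimated correlation 0.291 and 0.279). A background of the WT dark mice other than that of the other groups stays open, with 2 pairs against a median of 0 and a 95th percentile of 1 in 10000 random sets (permutation p = 0.01), as does a part of chromosome 9 that differs in strain, with 36 against 8.45 expected (adjusted p = 1.39e-12 by Fisher's exact test, as labelled 5 against 0.88, adjusted p = 0.0265, exchanged 40 against 10.3, adjusted p = 1.42e-12). Chromosome 9 is not alone, since chromosomes 5 (20 against 8.26), 12 (11 against 4.73) and 14 (17 against 5.06) also held more than expected (adjusted p = 0.00151, adjusted p = 0.0422 and adjusted p = 0.000134), whereas KO light vs WT light had 2 of 35 on chromosome 9 (adjusted p = 1). Egr1, Nr4a1 and Fos are immediate early genes, which might also follow the handling of the mice, and neither that nor sequence variants under the probes were tested.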

How the results depend on the processing

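Alternatives and tests chosen after the results were seen are those with the exchanged arrays and the value without the array labelled KO light replicate 3 in comparisons that do not contain it. All other alternatives named in this part were set before the data were examined, and each was run for the results it was set for, so not each alternative was run for the interaction, the shared genes, the named genes and the lists. Counts of called genes follow in the order KO dark vs WT dark, KO light vs WT light, KO light vs KO dark, WT light vs WT dark and the interaction of genotype and light. As labelled they were 15 (6 higher, 9 lower), 35 (24 higher, 11 lower), 20 (13 higher, 7 lower), 86 (34 higher, 52 lower) and 12 (7 higher, 5 lower), with 8 genes shared by the light responses. Where no cause is named, the cause was not tested.

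The arrays taken as KO light set how many genes were called. Exchanging the arrays gave 175 (65 higher, 110 lower), 1640 (910 higher, 730 lower), 2653 (1397 higher, 1256 lower), 880 (424 higher, 456 lower) and 555 (399 higher, 156 lower), with 417 shared genes. Both arrays exchanged and sex as a covariate gave 175 (65 higher, 110 lower), 1640 (910 higher, 730 lower), 1647 (989 higher, 658 lower), 1018 (529 higher, 489 lower) and 555 (399 higher, 156 lower), with 504 shared. An unadjusted p from unmoderated variances with the exchanged arrays gave 416 (121 higher, 295 lower), 1885 (962 higher, 923 lower), 2801 (1410 higher, 1391 lower), 1185 (504 higher, 681 lower) and 3033 (1550 higher, 1483 lower), with 544 shared. Only the 6 arrays of the comparison, exchanged, gave 144 (52 higher, 92 lower) and 1127 (699 higher, 428 lower) for KO dark vs WT dark and KO light vs WT light. Among the 19850 genes placed on a chromosome, it gave 2384 for KO light vs KO dark and 674 for WT light vs WT dark. The array labelled KO light replicate 3 lies far from KO light replicates 1 and 2, and the 4 groups share 1 estimate of spread, so its place in the fit changes also the comparisons without it.

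On leaving out each array in turn the count of KO dark vs WT dark ranged from 1 to 170. It was 4, 10 and 9 without KO dark replicates 1, 2 and 3 and 1, 7 and 8 without WT dark replicates 1, 2 and 3, and 170 without the array labelled KO light replicate 3. KO light vs WT light ranged from 1 to 1045, with 49, 8 and 1045 without KO light replicates 1, 2 and 3 and 1, 4 and 9 without WT light replicates 1, 2 and 3. KO light vs KO dark ranged from 4 to 1981, with 5, 4 and 4 without KO dark replicates 1, 2 and 3 and 10, 17 and 1981 without KO light replicates 1, 2 and 3. WT light vs WT dark ranged from 9 to 857, with 16, 14 and 15 without WT dark replicates 1, 2 and 3 and 17, 15 and 9 without WT light replicates 1, 2 and 3, and 857 without the array labelled KO light replicate 3. The interaction ranged from 1 to 263, with 1, 1 and 1 without KO dark replicates 1, 2 and 3, 6, 3 and 1 without WT dark replicates 1, 2 and 3, 10, 22 and 263 without KO light replicates 1, 2 and 3 and 1, 4 and 5 without WT light replicates 1, 2 and 3. The genes shared by the light responses ranged from 4 to 390, the highest without the array labelled KO light replicate 3. A fit without an array has 1 residual degree of freedom less, and yet leaving out the array labelled KO light replicate 3 raised each of these counts.

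With all 13 arrays, the male array in the WT dark group, the counts were 9 (3 higher, 6 lower), 12 (10 higher, 2 lower), 0, 22 (7 higher, 15 lower) and 7 (3 higher, 4 lower), with 0 shared. Sex as a covariate gave 15 (6 higher, 9 lower), 35 (24 higher, 11 lower), 0, 226 (47 higher, 179 lower) and 12 (7 higher, 5 lower), with 0 shared. By its construction that covariate rests on the array labelled WT dark replicate 4 alone, so the light responses are set against the values of this array. For KO light vs KO dark, where limma called 0 genes with all 13 arrays, the 12 arrays gave 1092 at an unadjusted p under 0.05 and 10 with unmoderated variances. A fit of only the 6 arrays of a comparison gave 144 (52 higher, 92 lower), 0, 4 (3 higher, 1 lower) and 680 (351 higher, 329 lower) without the interaction. For KO light vs WT light, where limma called 0 genes in the 6 arrays, the 12 arrays gave 892 at an unadjusted p under 0.05 and 5 with unmoderated variances.

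Replicate numbers are shared by the groups, and neither the paper nor the labels say that a number marks a litter, a batch or a day. Of 18 pairs of arrays with the same number 2 had a correlation over 0.1 of their deviations from the group means (-0.19 to 0.22, median 0, against a median of 0 for other pairs), and 3 of 12 arrays correlated best with an array of their own number. The arrays share only a number. With the replicate number as a block the counts were 13 (5 higher, 8 lower), 11 (9 higher, 2 lower), 11 (7 higher, 4 lower), 17 (7 higher, 10 lower) and 3 (1 higher, 2 lower), with 6 shared. The block ended the call of no list that was called in a contrast. With it 2 more were called, fatty acid oxidation in KO light vs KO dark and endoplasmic reticulum stress in WT light vs WT dark.

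Normalization, variance model, test and threshold were changed 1 at a time. Quantile normalization gave 18 (9 higher, 9 lower), 55 (37 higher, 18 lower), 45 (22 higher, 23 lower), 119 (38 higher, 81 lower) and 10 (5 higher, 5 lower), with 10 shared, and centring each array on its median gave 16 (6 higher, 10 lower), 36 (22 higher, 14 lower), 43 (16 higher, 27 lower), 85 (27 higher, 58 lower) and 10 (5 higher, 5 lower), with 9 shared. The split of KO light vs KO dark thus moved from mostly higher to about even or mostly lower under both. A variance trend with robust hyperparameters gave 30 (13 higher, 17 lower), 61 (36 higher, 25 lower), 55 (29 higher, 26 lower), 178 (75 higher, 103 lower) and 14 (7 higher, 7 lower). Array weights, which give less weight to arrays that depart from their group, gave 184 (62 higher, 122 lower), 430 (298 higher, 132 lower), 1357 (870 higher, 487 lower), 781 (376 higher, 405 lower) and 40 (23 higher, 17 lower). Unmoderated variances gave 4 (1 higher, 3 lower), 5 (4 higher, 1 lower), 10 (5 higher, 5 lower), 18 (5 higher, 13 lower) and 1 (1 higher, 0 lower), with 6 shared. An unadjusted p under 0.05 gave 420 (124 higher, 296 lower), 892 (356 higher, 536 lower), 1092 (589 higher, 503 lower) and 1148 (459 higher, 689 lower) without the interaction, more by its construction. Without a ratio threshold the counts were 15 (6 higher, 9 lower), 35 (24 higher, 11 lower), 20 (13 higher, 7 lower) and 89 (37 higher, 52 lower), and with a ratio of at most 0.8 for a fall 15 (6 higher, 9 lower), 31 (24 higher, 7 lower), 20 (13 higher, 7 lower) and 75 (34 higher, 41 lower).

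What dim signal limits shows in the filter on mean values. Without the 25 percent of genes with the lowest mean values the counts were 20 (7 higher, 13 lower), 39 (28 higher, 11 lower), 49 (27 higher, 22 lower), 175 (79 higher, 96 lower) and 13 (7 higher, 6 lower), with 10 shared, over 14952 genes, so that fewer genes share the adjustment. The probe set with the highest mean in place of the average gave 21 (7 higher, 14 lower), 29 (21 higher, 8 lower), 24 (16 higher, 8 lower), 95 (40 higher, 55 lower) and 13 (8 higher, 5 lower), with 8 shared, and all 34760 probe sets, each counted once, gave 12 (6 higher, 6 lower), 17 (11 higher, 6 lower), 7 (5 higher, 2 lower), 64 (28 higher, 36 lower) and 6 (2 higher, 4 lower). Without the genes on X and Y, which leaves 19189 genes, the counts were 19 (6 higher, 13 lower), 35 (24 higher, 11 lower), 11 (9 higher, 2 lower), 65 (25 higher, 40 lower) and 12 (7 higher, 5 lower), with 1 shared. No background value was used here, so a gene at the floor of the arrays cannot be separated from a gene expressed at a low level, and folds of dim genes are smaller on arrays than in the RNA where background adds to both groups.

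Ppargc1a was not called in any of the 4 comparisons, and kept its direction, with all 13 arrays, without and with sex as a covariate, the replicate block, quantile normalization, the unmoderated ANOVA, leaving out dim genes, the exchanged arrays and leaving out each compared array in turn. Other alternatives were not run for it, and in KO light vs KO dark its ratio of 0.866 and unadjusted limma p of 0.0188 lie beyond the thresholds for an unadjusted p, while in KO dark vs WT dark they are 1.2 and 0.00497, at the threshold of the ratio. On leaving out each array in turn its log2 difference was 0.21 to 0.31 in KO dark vs WT dark, 0.05 to 0.20 in KO light vs WT light, -0.30 to -0.15 in KO light vs KO dark and -0.12 to -0.05 in WT light vs WT dark. The region around Ppargc1a held 0 of the 3 genes called in both genotype comparisons, also within 10 Mb and for the calls of each comparison alone, and with the exchanged arrays 1 of 69, Supt7l (p = 0.468 by Fisher's exact test). Of the 59 ratios of Table S1A 24 lay within 1.2-fold of the paper's, 7 with all 13 arrays, 50 with the exchanged arrays and 45 without the array labelled KO light replicate 3. The male dark WT array, as labelled, had 192 autosomal genes 2-fold or more from the WT dark females, and with the exchanged arrays the male dark WT array had 1.

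Over the named genes 1916 values were computed under an alternative. Of these 1301 counted as unchanged, 542 kept the direction and lost the call, 60 gained a call and 13 reversed. A change of sign between 2 values of which neither was called counts as unchanged. One such gene was A2m in KO dark vs WT dark, with 0.22 as labelled and -0.58 with all 13 arrays. Leaving out 1 array in turn accounts for 326 of the lost calls and 27 of the gained ones. All 13 reversals came with all 13 arrays and sex as a covariate. In WT light vs WT dark they were Nrl 0.88 (adjusted p = 0.0434, 0.0434 to 0.999 over all alternatives), Cnga1 0.52 (adjusted p = 0.0436, 0.0436 to 0.95 over all alternatives), Ccl2 -1.56 (adjusted p = 0.0242, 0.0242 to 0.932 over all alternatives), Krt18 -0.24, Gckr -0.13, Ndufb6 -0.01, Th -0.12, Xist 0.06, Kdm5d -0.05, and in KO light vs KO dark Kdm6a 0.01, Kdm5c 0.05, Xist 0.18, Eif2s3y -0.15. The exchanged arrays lost 0 calls and gained 30, the unmoderated ANOVA lost 66, all 13 arrays 64, the replicate block 48 and quantile normalization 2.

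The number of the 5 contrasts in which camera called a list or role was 0 to 4 as labelled. Called in 4 contrasts as labelled were oxidative phosphorylation, citrate cycle, cytoplasmic aminoacyl-tRNA synthetases, reactive glia and retinal stress, extracellular matrix and Table S2 phototransduction. Called in 3 contrasts as labelled were glycolysis, rod phototransduction, ganglion cell markers, microglia and macrophage markers, chemokines and adhesion, interferon response, immediate early genes, endoplasmic reticulum stress, TGF-β signaling, actin cytoskeleton remodeling, retinal pigment epithelium and melanocyte markers, Table S2 DNA repair and Table S2 inflammatory. Called in 2 contrasts as labelled were cone phototransduction, bipolar cell markers, amacrine cell markers, circadian clock, vascular endothelium markers and Table S2 pro-apoptotic. Called in 1 contrast as labelled were ubiquinone synthesis, ROS detoxification, horizontal cell markers, heat shock chaperones, extrinsic apoptosis, DNA repair, mitotic cell cycle, Wnt signaling and lens crystallins and fiber genes. Called in 0 contrasts as labelled were fatty acid oxidation, PGC-1 coactivators and partner factors, Müller glia markers, intrinsic apoptosis, anti-apoptotic genes, blood cell markers, skeletal muscle markers, sex-linked genes, Table S2 anti-apoptotic and Table S2 protein folding.

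The test of the lists decides whether they pass. Per contrast, in the order above, camera with its preset correlation called 11 (6 higher, 5 lower), 23 (14 higher, 9 lower), 22 (19 higher, 3 lower), 10 (7 higher, 3 lower) and 18 (12 higher, 6 lower) of 44. With a correlation estimated from these arrays it called 0, 0, 0, 0 and 0, so that all 34 lists and roles called anywhere were then called in 0 contrasts, while all kept their direction. The exchanged arrays with an estimated correlation had calls of 0, 3 (3 higher, 0 lower), 0, 0 and 0, which were 1 contrast each for TGF-β signaling, actin cytoskeleton remodeling and extracellular matrix and 0 for the other lists called as labelled. The self-contained test fry called 3 (1 higher, 2 lower), 6 (2 higher, 4 lower), 4 (4 higher, 0 lower), 7 (7 higher, 0 lower) and 0. A number of contrasts that stayed within 1.5-fold of that as labelled is not named as moved. Numbers of contrasts that moved under fry were 2 for ubiquinone synthesis, sex-linked genes; 1 for cytoplasmic aminoacyl-tRNA synthetases, glycolysis, amacrine cell markers, TGF-β signaling, extracellular matrix, Table S2 anti-apoptotic; 0 for ROS detoxification, rod phototransduction, cone phototransduction, bipolar cell markers, ganglion cell markers, horizontal cell markers, reactive glia and retinal stress, microglia and macrophage markers, chemokines and adhesion, interferon response, immediate early genes, endoplasmic reticulum stress, heat shock chaperones, extrinsic apoptosis, DNA repair, mitotic cell cycle, Wnt signaling, actin cytoskeleton remodeling, circadian clock, retinal pigment epithelium and melanocyte markers, lens crystallins and fiber genes, vascular endothelium markers, Table S2 pro-apoptotic, Table S2 phototransduction, Table S2 inflammatory. An estimated correlation from 8 residual degrees of freedom is itself imprecise.

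A number of contrasts that stayed within 1.5-fold of that as labelled is not named as moved here. The exchanged arrays called 14 (8 higher, 6 lower), 23 (16 higher, 7 lower), 23 (19 higher, 4 lower), 17 (13 higher, 4 lower) and 23 (18 higher, 5 lower) lists and roles per contrast. Numbers of contrasts that moved with them were 5 for immediate early genes, Table S2 inflammatory; 4 for cone phototransduction, Table S2 pro-apoptotic; 3 for ROS detoxification, heat shock chaperones, extrinsic apoptosis; 2 for horizontal cell markers, Wnt signaling, Table S2 protein folding; 1 for amacrine cell markers, circadian clock; 0 for ubiquinone synthesis, DNA repair. All 13 arrays called 13 (5 higher, 8 lower), 22 (13 higher, 9 lower), 21 (18 higher, 3 lower), 6 (5 higher, 1 lower) and 21 (15 higher, 6 lower), and the numbers that moved were 2 for ROS detoxification, horizontal cell markers, mitotic cell cycle; 1 for cone phototransduction, amacrine cell markers, ganglion cell markers, Table S2 pro-apoptotic; 0 for extrinsic apoptosis. Sex as a covariate called 11 (6 higher, 5 lower), 23 (14 higher, 9 lower), 17 (6 higher, 11 lower), 21 (6 higher, 15 lower) and 18 (12 higher, 6 lower), and the numbers that moved were 2 for ROS detoxification; 1 for vascular endothelium markers, skeletal muscle markers; 0 for heat shock chaperones. Quantile normalization called 7 (4 higher, 3 lower), 20 (13 higher, 7 lower), 21 (16 higher, 5 lower), 12 (9 higher, 3 lower) and 18 (12 higher, 6 lower), and the numbers that moved were 0 for horizontal cell markers, heat shock chaperones, mitotic cell cycle. Without the 25 percent of genes with the lowest mean values 7 (3 higher, 4 lower), 22 (13 higher, 9 lower), 18 (14 higher, 4 lower), 10 (7 higher, 3 lower) and 19 (12 higher, 7 lower) were called, and the numbers that moved were 3 for mitotic cell cycle; 1 for bipolar cell markers; 0 for horizontal cell markers, heat shock chaperones, extrinsic apoptosis, lens crystallins and fiber genes. The replicate block called 11 (6 higher, 5 lower), 23 (14 higher, 9 lower), 23 (20 higher, 3 lower), 11 (8 higher, 3 lower) and 18 (12 higher, 6 lower).

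On leaving out each array in turn the number of lists called per contrast ranged from 6 to 11, 20 to 25, 18 to 25, 8 to 12 and 10 to 24. Where numbers of contrasts are given by array, those within 1.5-fold of the number as labelled are left out. The number of contrasts per list ranged as follows: 0 throughout for Table S2 anti-apoptotic, Müller glia markers, PGC-1 coactivators and partner factors, anti-apoptotic genes, blood cell markers, intrinsic apoptosis, sex-linked genes, skeletal muscle markers; 0 to 1 for Table S2 protein folding, fatty acid oxidation, horizontal cell markers, ubiquinone synthesis; 0 to 2 for Wnt signaling; 0 to 3 for DNA repair, ROS detoxification, extrinsic apoptosis, ganglion cell markers, heat shock chaperones, mitotic cell cycle, vascular endothelium markers; 0 to 4 for lens crystallins and fiber genes; 1 to 3 for Table S2 pro-apoptotic, TGF-β signaling, actin cytoskeleton remodeling, chemokines and adhesion, circadian clock, interferon response; 1 to 4 for bipolar cell markers, endoplasmic reticulum stress, immediate early genes; 2 throughout for amacrine cell markers; 2 to 3 for Table S2 DNA repair, glycolysis, microglia and macrophage markers; 2 to 4 for Table S2 inflammatory, cone phototransduction; 3 throughout for retinal pigment epithelium and melanocyte markers, rod phototransduction; 3 to 4 for Table S2 phototransduction, cytoplasmic aminoacyl-tRNA synthetases, extracellular matrix, reactive glia and retinal stress; 4 throughout for citrate cycle, oxidative phosphorylation. Without KO dark replicate 1 the numbers were 2 for mitotic cell cycle; 1 for bipolar cell markers, circadian clock; 0 for lens crystallins and fiber genes. Without KO dark replicate 2 the numbers were 1 for bipolar cell markers, Table S2 protein folding; 0 for lens crystallins and fiber genes. Without KO dark replicate 3 the numbers were 1 for bipolar cell markers; 0 for heat shock chaperones. Without WT dark replicate 1 the numbers were 2 for DNA repair; 0 for ganglion cell markers, lens crystallins and fiber genes. Without WT dark replicate 2 the numbers were 2 for Wnt signaling; 1 for bipolar cell markers, circadian clock. Without WT dark replicate 3 the numbers were 1 for bipolar cell markers, Table S2 protein folding; 0 for lens crystallins and fiber genes. Without KO light replicate 1 the numbers were 4 for lens crystallins and fiber genes; 1 for fatty acid oxidation, chemokines and adhesion, interferon response, immediate early genes, endoplasmic reticulum stress, actin cytoskeleton remodeling, circadian clock, Table S2 pro-apoptotic; 0 for heat shock chaperones, extrinsic apoptosis. Without KO light replicate 2 the numbers were 4 for bipolar cell markers; 1 for TGF-β signaling, actin cytoskeleton remodeling, Table S2 pro-apoptotic; 0 for ROS detoxification, horizontal cell markers, heat shock chaperones, mitotic cell cycle, Wnt signaling, vascular endothelium markers. Without KO light replicate 3 the numbers were 4 for cone phototransduction; 3 for ROS detoxification, heat shock chaperones, extrinsic apoptosis, mitotic cell cycle; 1 for circadian clock, Table S2 protein folding; 0 for ubiquinone synthesis. Without WT light replicate 1 the numbers were 2 for lens crystallins and fiber genes; 1 for circadian clock, Table S2 pro-apoptotic; 0 for horizontal cell markers, mitotic cell cycle. Without WT light replicate 2 the numbers were 3 for DNA repair, lens crystallins and fiber genes; 0 for mitotic cell cycle. Without WT light replicate 3 the numbers were 3 for lens crystallins and fiber genes; 2 for extrinsic apoptosis; 1 for circadian clock; 0 for ubiquinone synthesis, horizontal cell markers, DNA repair, Wnt signaling.

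Single adjusted p-values of a list in a contrast are given as a tally, which keeps this part short. Over all alternatives 3564 were computed: 3066 kept direction and side of the threshold, 368 lost the call, 92 gained one and 38 reversed. A change of sign between values of which neither was called counts as no change here. Of the 84 list calls as labelled, 0 remained with an estimated correlation, 16 with fry, 76 with the exchanged arrays, 74 with quantile normalization and 74 without the dim genes. Leaving out 1 array in turn kept 519 of 612. Reversals follow with their adjusted p and, in parentheses, its range over all alternatives. In KO dark vs WT dark with all 13 arrays the sign turned higher for Table S2 phototransduction 0.691 (0.00301 to 0.878) and lower for chemokines and adhesion 0.0114 (0.0114 to 0.998), endoplasmic reticulum stress 0.0163 (0.0163 to 0.998). In WT light vs WT dark with all 13 arrays the sign turned higher for rod phototransduction 0.0298 (1.91e-16 to 0.975) and lower for reactive glia and retinal stress 0.526 (9.46e-17 to 0.759). In KO light vs KO dark with sex as a covariate the sign turned higher for rod phototransduction 2.41e-09 (8.69e-10 to 0.327), cone phototransduction 0.00328 (9.47e-06 to 0.327), skeletal muscle markers 0.00807 (0.00807 to 0.977), Table S2 phototransduction 9.46e-10 (9.46e-10 to 0.434) and lower for cytoplasmic aminoacyl-tRNA synthetases 0.0553 (7.13e-09 to 0.32), ROS detoxification 0.00823 (0.000386 to 0.32), reactive glia and retinal stress 3.89e-08 (3.1e-26 to 0.32), microglia and macrophage markers 0.0569 (0.000315 to 0.327), chemokines and adhesion 6.39e-05 (5.41e-11 to 0.32), interferon response 2.77e-06 (8.28e-10 to 0.32), immediate early genes 2.97e-09 (2.97e-09 to 0.563), endoplasmic reticulum stress 3.87e-06 (1.05e-10 to 0.32), heat shock chaperones 0.156 (0.000328 to 0.465), extrinsic apoptosis 0.0553 (0.0163 to 0.32), TGF-β signaling 0.111 (0.0186 to 0.32), actin cytoskeleton remodeling 0.00927 (0.00187 to 0.38), extracellular matrix 0.0303 (0.000192 to 0.32), Table S2 pro-apoptotic 0.00167 (4.54e-06 to 0.327), Table S2 inflammatory 3.87e-06 (1.05e-09 to 0.32). In WT light vs WT dark with sex as a covariate the sign turned higher for rod phototransduction 1.91e-16 (1.91e-16 to 0.975), cone phototransduction 0.00101 (0.00101 to 0.705), Table S2 phototransduction 1.92e-13 (1.92e-13 to 0.962) and lower for cytoplasmic aminoacyl-tRNA synthetases 0.00017 (0.00017 to 0.705), ROS detoxification 0.00017 (0.00017 to 0.798), reactive glia and retinal stress 9.46e-17 (9.46e-17 to 0.759), chemokines and adhesion 3.72e-09 (3.72e-09 to 0.798), interferon response 7.69e-10 (7.69e-10 to 0.759), immediate early genes 1.18e-09 (1.18e-09 to 0.759), endoplasmic reticulum stress 1.18e-09 (1.18e-09 to 0.759), extrinsic apoptosis 0.00524 (0.00524 to 0.85), Table S2 pro-apoptotic 0.000147 (0.000147 to 0.87), Table S2 inflammatory 4.11e-07 (4.11e-07 to 0.758). The adjusted p of the lens list in KO light vs WT light was 2.93e-05 to 0.478 on leaving out each array in turn, and the list turned lower without KO light replicate 1 (0.0125). The array labelled WT dark replicate 4 enters the reversals of the 13 arrays by construction, since these alternatives add it alone.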

Differences from the paper's values

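The values with the exchanged arrays, under any test, were chosen only after the result was seen, and so was the value without the array labelled KO light replicate 3 in comparisons that do not contain it. The counts of called genes below use the thresholds of Fig. 4 (adjusted p under 0.05, ratio of at least 1.2 or at most 0.87), while the legend of Fig. 2C gives 0.80 for a fall. Each was set beside the paper's under the alternatives set before the data were examined: all 13 arrays, without and with sex as a covariate, only the 6 arrays, the replicate block, quantile normalization, median centring, a variance trend, array weights, the unmoderated ANOVA, an unadjusted p, no ratio threshold, 0.80 for a fall, leaving out dim genes, the brightest probe set, all probe sets, leaving out X and Y, and leaving out each compared array in turn. Those not named below as coming within 1.5-fold of the paper's count did not.

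For KO light vs KO dark the paper gives 2914 genes (1410 up, 1504 down), and here 20 were called (13 up, 7 down). Without the array labelled KO light replicate 3 the counts were 1981 and 1133 up, within 1.5-fold of the paper's, while the 848 down were not. For KO light vs WT light the paper gives 1774 (897 up, 877 down), and here 35 were called (24 up, 11 down). Without the array labelled KO light replicate 3, 639 up were within 1.5-fold, and 1045 in all were not. For WT light vs WT dark the paper gives 2524 (1002 up, 761 down), numbers of which the up and down do not add up to the total, and here 86 were called (34 up, 52 down). An unadjusted p gave 689 down, and for the total and the rises no setting came within 1.5-fold, the highest being 1185 and 529. For KO dark vs WT dark the paper gives 167 up and 335 down, and here 6 and 9 were called. An unadjusted p gave 124 and 296.

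The exchanged arrays, chosen after seeing the values, gave 2653 (1397 up, 1256 down) for KO light vs KO dark and 1640 (910 up, 730 down) for KO light vs WT light, and of 59 genes of Table S1A they called 51 and dropped 8. Exchanged, with an unadjusted p from unmoderated variances, also chosen after seeing the values, the counts were 2801 (1410 up, 1391 down) for KO light vs KO dark, 1885 (962 up, 923 down) for KO light vs WT light, 681 down for WT light vs WT dark and 121 up and 295 down for KO dark vs WT dark, and 7 of the 59 were dropped. Exchanged, with 13 arrays and sex as a covariate, chosen after seeing the values, they were 1640 (910 up, 730 down) for KO light vs WT light and 989 up for KO light vs KO dark, and 19 of the 59 were dropped. Exchanged, with only the 6 arrays, chosen after seeing the values, KO light vs WT light had 699 up, and 6 of the 29 genes that Table S1A lists for the genotype comparisons were dropped. In KO light vs KO dark this setting called 2384 of the 19850 genes placed on a chromosome, within 1.5-fold of the paper's count.

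As labelled, 9 of the 59 genes of Table S1A were called in the paper's direction: Eif2s3y, Uty and Kdm5d in both light responses, Abhd14b and Fndc1 in WT light vs WT dark and Gpnmb in KO light vs WT light. Of the alternatives, more of the 59 were called at an unadjusted p (45), with array weights (41), with only the 6 arrays (23), without dim genes (12), with median centring (10) and without KO light replicates 1, 2 and 3 in turn (14, 15 and 50). Quantile normalization, no ratio threshold, 0.80 for a fall and the brightest probe set called 9 each, the replicate block and the variance trend 7 each, the unmoderated ANOVA 6, and leaving out X and Y 2 of 51. Leaving out a KO dark or WT dark array or WT light replicate 3 gave 7 each, and WT light replicate 1 or 2 6 each. All 13 arrays in limma called 0 and, with sex as a covariate, 1. In none of these settings was one of them called in the opposite direction.

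Of the 59 ratios of Table S1A, 18 differed from the paper's by more than the spread between replicates and by more than 1.5-fold, and 24 by the spread alone. The paper's value comes first and the value here follows. In KO light vs KO dark they were Eps8l1 0.31 and 0.489, Gadd45b 7.01 and 3.31, Ccl3 6.73 and 3.34, Lad1 5.72 and 2.95 and A2m 5.59 and 2.92. In KO light vs WT light they were Hspa8 0.48 and 0.965, A2m 4.11 and 2.15, Ccl3 3.9 and 1.94, Gadd45b 3.85 and 1.83, Lcn2 3.83 and 2.26, Lad1 3.1 and 1.67 and Cd44 2.98 and 1.73. In KO dark vs WT dark they were Rpl29 0.253 and 0.995, Acp1 0.272 and 0.899 and Hspa8 0.459 and 0.816, and in WT light vs WT dark Rpl29 0.167 and 0.994, Acp1 0.219 and 0.846 and Rpl14 0.465 and 0.762. All 13 arrays, the alternative set for these ratios before the data were examined, left each of the 18 apart from the paper's (Rpl29 1.01 in KO dark vs WT dark; Acp1 0.943 in KO dark vs WT dark; Hspa8 0.863 in KO dark vs WT dark; Rpl29 1.01 in WT light vs WT dark; Acp1 0.888 in WT light vs WT dark; Rpl14 0.769 in WT light vs WT dark, the others as given) and 27 of the 59 in all. The exchanged arrays, chosen after seeing the values, left 7 of the 59 apart, and 50 came within 1.2-fold of the paper's, against 24 as labelled, 45 without the array labelled KO light replicate 3 and 7 with all 13 arrays, while 8 of the paper's 59 called genes were dropped. So exchanged, the ratios that no longer differed were Eps8l1 0.338, Gadd45b 6.64, Ccl3 6.5, Lad1 4.87 and A2m 5.55 in KO light vs KO dark; A2m 4.08, Ccl3 3.77, Gadd45b 3.67, Lcn2 3.79, Lad1 2.75 and Cd44 2.94 in KO light vs WT light. Those that still differed were Hspa8 0.904 in KO light vs WT light; Rpl29 0.995, Acp1 0.899 and Hspa8 0.816 in KO dark vs WT dark; Rpl29 0.994, Acp1 0.846 and Rpl14 0.762 in WT light vs WT dark. In direction all 59 ran with the paper's, as labelled and exchanged, and 57 with all 13 arrays.

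For single genes between KO light and WT light, the paper names Nrl, Arr3, Cnga1, Fas, Bcl2 and A2m among genes that differed. None was called here as labelled. Array weights called Nrl, Cnga1, Fas, A2m and Jun, and an unadjusted p called Nrl, Cnga1, Fas, A2m and Xiap. Without the array labelled KO light replicate 3, 13 of 17 genes that the paper names were called: Nrl, Arr3, Cnga1, Cngb1, Fas, Bcl2, A2m, Fos, Jun, Stat3, Xiap, Ppargc1b and Ccl2. The same 13 were called with the exchanged arrays, chosen after seeing the values, also with sex as a covariate or an unadjusted p, and all but Arr3, Fos and Ccl2 with the exchanged arrays and only the 6 arrays. Nrl, Arr3 and Cnga1 ran lower and A2m higher in KO light, as in the paper. The text counts Fas among genes reduced in KO mice, and here Fas was higher by 0.27 (adjusted p = 0.341) and with the exchanged arrays by 0.50 (adjusted p = 0.00158, 0.00158 to 0.69 over all alternatives). The text counts Bcl2 among genes raised in light-exposed KO mice, and here Bcl2 had -0.17 (adjusted p = 0.521), with the exchanged arrays -0.32 (adjusted p = 0.00629, 0.00629 to 0.921 over all alternatives). The real time PCR of Fig. 4C shows Fas higher in KO light than in WT light, the direction found here and the reverse of the text, and labels it pro-apoptotic. It labels Bcl2 anti-apoptotic, where the text names Bcl2 and A2m as examples of inflammatory and pro-apoptotic genes. It shows Bcl2 lower in KO light than in KO dark, another comparison than that of the text.

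The text finds genes of both routes of apoptosis raised in KO mice. Of the extrinsic list 10 of 14 were higher in KO light than in WT light (adjusted p = 0.0629, with the exchanged arrays 0.0143, 0.0114 to 0.42 over all alternatives), but of the intrinsic list 10 of 16 were lower (median -0.02, adjusted p = 0.753). The text has oxidative phosphorylation rise from dark to light in WT mice alone. It cites Table S1B, which gives the top 10 pathways of each comparison, so a pathway absent there may still have risen. The values here cover all members of a list, which is another measure. Here 65 of 74 genes were higher in KO mice (median 0.11, adjusted p = 5.37e-12) and 62 of 74 in WT mice (median 0.09, adjusted p = 4.31e-08), with adjusted p = 0.32 and adjusted p = 0.608 with an estimated correlation, and the interaction had adjusted p = 0.719. The text finds light to change like numbers of genes in the 2 genotypes, and here it was 20 in KO and 86 in WT mice, or 2653 and 880 with the exchanged arrays. It finds the genotypes to differ after light in over 3 times as many genes as in the dark, and here it was 35 and 15, or 1640 and 175 with the exchanged arrays.

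The description of the mice differs as well. The paper's methods name male mice, while by the labels the dark-adapted mice were female, as Xist and the Y-linked genes also show. The methods name another RNA extraction (miRNeasy) than the sample descriptions (Trizol), and the WT strain is C57 BL/6 NRj in the methods and C57BL/6j in the legends.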

Other observations

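Values with the exchanged arrays, and genes said to be chosen after their values were seen, were picked only after the result was seen, as was the move of the splits from fits of 6 arrays to the fit of 12, whereas the lists were set before. Lists are given as the members with a higher or lower mean, the median log2 difference, and the adjusted p of camera with its range.

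Inner retinal neurons, immediate early genes, clock genes and lens genes were among the lists that camera called in KO dark against WT dark, with no call left under an estimated correlation. The values were, for amacrine cell markers 11 of 11 higher, median 0.11, adjusted p = 1.37e-06, 0.318 with an estimated correlation, 1.12e-06 to 0.318 over all alternatives; for immediate early genes 17 of 22 higher, median 0.09, adjusted p = 0.000116, 0.564 with an estimated correlation, 1.35e-05 to 0.597 over all alternatives; for circadian clock 16 of 18 higher, median 0.08, adjusted p = 0.000852, 0.564 with an estimated correlation, 0.000307 to 0.564 over all alternatives; for bipolar cell markers 10 of 11 higher, median 0.06, adjusted p = 0.0416, 0.564 with an estimated correlation, 0.0204 to 0.564 over all alternatives, not called without KO dark replicates 1, 2 and 3 and WT dark replicates 2 and 3 in turn; for ganglion cell markers 5 of 10 lower, median -0.02, adjusted p = 0.0475, 0.564 with an estimated correlation, 0.012 to 0.564 over all alternatives, not called without KO dark replicates 1, 2 and 3 and WT dark replicate 1 in turn; and for lens crystallins and fiber genes 20 of 21 higher, median 0.19, adjusted p = 0.032, 0.878 with an estimated correlation, 0.00149 to 0.93 over all alternatives, not called without KO dark replicates 1 and 2 and WT dark replicates 1 and 3 in turn. The lens list varied within groups, with mean log2 intensities of 7.52, 7.50 and 7.08 in KO dark replicates 1, 2 and 3 and 7.13, 7.08 and 6.77 in WT dark. It had 8.01, 6.99 and 6.85 in KO light and 8.04, 6.72 and 7.07 in WT light. Whether the samples differed in lens tissue was not tested. Of the amacrine genes Th was called, with 0.48 (adjusted p = 0.00893). Chosen after their values were seen, Per1 had 0.27 (adjusted p = 0.0919), and Egr1 and Crygd, which the paper lists in Table S1A as higher in KO dark, had 1.54 (adjusted p = 0.12) and 2.08 (adjusted p = 0.81).

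Pigment genes were called by camera between the illuminated retinae, but not with an estimated correlation. In KO light against WT light the values were, for pigment epithelium and melanocyte markers 13 of 18 higher, median 0.24, adjusted p = 1.04e-05, 0.337 with an estimated correlation, 1.57e-06 to 0.337 over all alternatives, and in WT light against WT dark, 15 of 18 lower, median -0.30, adjusted p = 0.00504, 0.705 with an estimated correlation, 5.75e-05 to 0.705 over all alternatives. Gpnmb had 1.97 between the light groups (adjusted p = 0.0191) and Best1 -0.30 in WT mice (adjusted p = 0.0478). Chosen after their values were seen, Dct had 2.10 (adjusted p = 0.125) and Tyrp1 1.82 (adjusted p = 0.0846) between the light groups. In the same comparison the values were, for horizontal cell markers 5 of 6 higher, median 0.11, adjusted p = 0.0419, 0.385 with an estimated correlation, 0.0033 to 0.573 over all alternatives, not called without KO light replicates 2 and 3 and WT light replicates 1 and 3 in turn. Lists of blood vessels, protein folding and defence against oxidants were called by camera, but not with an estimated correlation, in KO light against KO dark, where light and sex change together, with endoplasmic reticulum stress 25 of 28 higher, median 0.13, adjusted p = 1.52e-07, 0.32 with an estimated correlation, 1.05e-10 to 0.32 over all alternatives; ROS detoxification 14 of 18 higher, median 0.06, adjusted p = 0.00608, 0.32 with an estimated correlation, 0.000386 to 0.32 over all alternatives, not called without KO light replicate 2; vascular endothelium markers 9 of 11 higher, median 0.13, adjusted p = 0.00661, 0.32 with an estimated correlation, 0.000207 to 0.406 over all alternatives, not called without KO light replicate 2; and heat shock chaperones 16 of 20 higher, median 0.09, adjusted p = 0.0168, 0.465 with an estimated correlation, 0.000328 to 0.465 over all alternatives, not called without KO dark replicate 3 and KO light replicates 1 and 2 in turn. With all 13 arrays and sex as a covariate, endoplasmic reticulum stress and ROS detoxification were called lower instead (adjusted p = 3.87e-06 and adjusted p = 0.00823), heat shock chaperones ran lower without a call (adjusted p = 0.156) and vascular endothelium was not called. The differences between the responses of the genotypes had adjusted p = 0.0203 for endoplasmic reticulum stress, adjusted p = 0.00565 for vascular endothelium, adjusted p = 0.177 for ROS detoxification and adjusted p = 0.582 for heat shock chaperones, the last 2 not called. With an estimated correlation no list was called for these differences.

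Fatty acid oxidation, a known program of PGC-1α, was called in none of the 5 contrasts as labelled. In KO dark against WT dark the values were 12 of 17 lower, median -0.03, adjusted p = 0.198, 0.564 with an estimated correlation, 0.0543 to 0.573 over all alternatives, and in KO light against KO dark 13 of 17 higher, median 0.04, adjusted p = 0.0551, 0.32 with an estimated correlation, 0.0269 to 0.927 over all alternatives. Skeletal muscle markers, a check for tissue beside the retina, had adjusted p = 0.777 in KO dark against WT dark, adjusted p = 0.618 in KO light against WT light, adjusted p = 0.649 in KO light against KO dark and adjusted p = 0.105 in WT light against WT dark. Table S2 protein folding genes, chosen by the study, had 2 of 3 higher in KO light against WT light (adjusted p = 0.745). Blood cell markers had adjusted p = 0.777 in KO dark against WT dark and adjusted p = 0.753 in KO light against WT light, and sex-linked genes, as a list that moves both ways, adjusted p = 0.753 in KO light against KO dark and adjusted p = 0.698 in WT light against WT dark.

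Each comparison of 2 groups of 3 arrays has 10 splits of its arrays, too few for a share under 0.05. In KO dark vs WT dark the real split called 15 genes and the highest other 0, in KO light vs KO dark 20 and 0, and in WT light vs WT dark 86 and 0. In KO light vs WT light the real split called 35 and 1 other, KO light replicates 1 and 2 with WT light replicate 3 against the rest, called 170, so 2 of the 10 were as large as the real one, and in the other 3 comparisons 1. That split calls several times the real count and so points to a structure of the samples, in which the array labelled KO light replicate 3 lies away from replicates 1 and 2. It could follow exchanged labels, as at 15 of 15 genotype genes that array lay on the WT side, which stays a hypothesis.

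Asic3, Asns and Idh3a were called between the genotypes in the dark and after light, with 0.36 and 0.31 for Asic3, -0.66 and -0.53 for Asns and -0.41 and -0.27 for Idh3a. None of these 3 lies within 20 Mb of Ppargc1a on chromosome 5, where 181 genes were tested, and neither does any of the 15 genes called in the dark or the 35 called after light. Of 69 genes called in both states with the exchanged arrays Supt7l lies there (p = 0.468 by Fisher's exact test).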
